# Neurotensin-neurotensin receptor 2 signaling in adipocytes suppresses food intake through regulating ceramide metabolism

**DOI:** 10.1038/s41422-024-01038-8

**Published:** 2025-01-03

**Authors:** Wei Fu, Yuanting Lai, Kexin Li, Yue Yang, Xiao Guo, Qifan Gong, Xiaofeng Zhou, Liying Zhou, Cenxi Liu, Zhi Zhang, Jisun So, Yufeng Zhang, Lin Huang, Guangxing Lu, Chuanyou Yi, Qichu Wang, Chenyu Fan, Chao Liu, Jiaxing Wang, Haiyi Yu, Yimin Zhao, Tao Huang, Hyun Cheol Roh, Tiemin Liu, Huiru Tang, Jianping Qi, Ming Xu, Yan Zheng, He Huang, Jin Li

**Keywords:** Extracellular signalling molecules, Metabolomics

## Abstract

Neurotensin (NTS) is a secretory peptide produced by lymphatic endothelial cells. Our previous study revealed that NTS suppressed the activity of brown adipose tissue via interactions with NTSR2. In the current study, we found that the depletion of *Ntsr2* in white adipocytes upregulated food intake, while the local treatment of NTS suppressed food intake. Our mechanistic study revealed that suppression of NTS-NTSR2 signaling enhanced the phosphorylation of ceramide synthetase 2, increased the abundance of its products ceramides C20–C24, and downregulated the production of GDF15 in white adipose tissues, which was responsible for the elevation of food intake. We discovered a potential causal and positive correlation between serum C20–C24 ceramide levels and human food intake in four populations with different ages and ethnic backgrounds. Together, our study shows that NTS-NTSR2 signaling in white adipocytes can regulate food intake via its direct control of lipid metabolism and production of GDF15. The ceramides C20–C24 are key factors regulating food intake in mammals.

## Introduction

Adipose tissue is one of the largest organs and a major regulator of metabolic homeostasis in mammals. Though its primary function is lipid storage, it affects metabolism via various routes. Several studies have demonstrated that adipose tissue is an important endocrine organ. Adipose tissue-derived secretary proteins, from either the adipocytes or stromal vascular fraction (SVF), tightly modulate the metabolic activity in many organs. One such well-known factor is leptin, which is an adipose tissue-derived secretory protein that regulates multiple aspects of metabolism via interactions with the leptin receptor.^1,2^ Adipose tissue also can affect the physiological function of skeletal muscle via the secretory protein myostatin.^3^ In addition to endocrine activity, adipose tissue-derived secretory proteins can regulate metabolic homeostasis via autocrine or paracrine signaling as well.^4^

Neurotensin (NTS) is a 13-amino acid secretory peptide with diverse functions that acts upon both the central nervous system (CNS) and peripheral tissues. Due to its very short half-life in the circulation,^5,6^ the native NTS can only exert its functions via the paracrine or autocrine mode. NTS was previously known to be produced by neurons and intestinal N cells.^7–9^ Two G protein-coupled receptors (GPCRs), NTSR1 and NTSR2, have been discovered to specifically interact with NTS.^10,11^ The type I membrane glycoprotein Sortilin (SORT1 or NTSR3) also interacts with NTS, though its downstream signaling is largely uncharacterized.^12–14^ Many of these studies attributed the decreases in food intake to the local and direct interaction between NTS and cells in the CNS, as intracerebroventricular (ICV) injection of NTS was sufficient to reduce food intake.^15–18^ The feeding behavior changes induced by NTS treatment is likely mediated by NTSR1, though the role of NTSR2 cannot be excluded.^19–22^

As far as we know, it is unknown whether NTS can regulate food intake through direct interactions with peripheral tissues or organs in physiological conditions. One possible reason is that for a long period, people believe that NTS is only produced by either the CNS or intestinal N cells. Though the results of ICV injection indicated that NTS could regulate food intake via direct interactions with the CNS, it did not rule out the possibility that NTS could also regulate food intake via interacting with peripheral tissues in physiological conditions.

With single-cell RNA-sequencing (scRNA-seq) analysis, we have determined that NTS was also produced specifically by lymphatic endothelial cells (LECs) as an anti-thermogenic peptide in brown adipose tissues (BATs)^23^ and a pro-lipid absorption peptide regulating the development of atherosclerosis in intestines.^24–26^ *Ntsr2*, but not *Ntsr1*, is widely expressed in brown adipocytes, beige adipocytes and white adipocytes.^27^ Transient knockdown experiments have indicated that NTS exerts its anti-thermogenic effects via the interactions with NTSR2 in brown adipose tissues through paracrine signaling. However, the cell-type-specific effects and long-term physiological functions of NTSR2, especially how it functions in the white adipocytes, are still unknown.

Ceramide is a kind of lipid with diverse biological functions. The metabolism of ceramide is extremely complicated, as these lipids can be synthesized and degraded by a large collection of enzymes in various pathways.^28^ It has been reported that depletion of ceramide synthetase 2 (*CerS2*) led to the downregulation of ceramides C20–C24 and upregulation of C16 due to compensatory effects in the liver.^29–33^ In addition, it has been demonstrated that ceramides C20–C24 are negative regulators of the unfolded protein response (UPR).^34,35^ The UPR, as a part of the integrative stress response, may affect the production of growth differentiation factor 15 (GDF15), a secretory protein.^36,37^ On one hand, GDF15 treatment suppresses food intake and decreases body weight via interacting with its receptor, GFRAL, in the area postrema/nucleus of the solitary tract region of the CNS; on the other hand, depletion of *Gdf15* or *Gfral* gene leads to increases in food intake and body weight.^38–47^ However, the mechanism to regulate the production and physiological functions of ceramides C20–C24 has not been elucidated.

In the current study, we established a brown/beige adipocyte-specific knockout (KO) mouse model for *Ntsr2* (*Ucp1-cre*::*Ntsr2*^*flox/flox*^, referred to as *Ntsr2* BKO mice), which exhibited an elevated energy expenditure and lower body weight when fed by a high-fat diet (HFD). By contrast, the adipocyte-specific *Ntsr2* depletion (*Adipoq-cre*::*Ntsr2*^*flox/flox*^, referred to *Ntsr2* AKO mice) presented the elevation of food intake, but the local treatment of NTS induced remarkable decreases of food intake in an NTSR2-dependent manner. The NTS-NTSR2 signaling controlled the synthesis of ceramides C20–C24, but not C16, by suppressing the phosphorylation of CerS2 via RhoA but not canonical CK2 kinase in white adipocytes. The suppression of ceramides C20–C24 production in adipose tissue by depleting *CerS2* downregulated food intake, but the local treatment of ceramides C20–C24 in vivo upregulated food intake. The ceramide-UPR-dependent production of GDF15 mediated a cross-talk between the NTS-NTSR2 signaling in the adipose tissue and food intake. We confirmed that the serum abundance of ceramides C20–C24 was positively correlated to energy intake in both children and adults. With Mendelian randomization analysis, we discovered a potential causal relation between ceramides C20–C24 levels and food intake in humans. The current study provides the first evidence for NTS-NTSR2 signaling to control food intake by directly regulating the ceramide metabolism in adipose tissues.

## Results

### Brown/beige adipocyte-specific depletion of *Ntsr2* increases energy expenditure

We first generated *Ntsr2*^*flox/flox*^ mice by knocking in the *LoxP* cassette before the first exon and after the last exon of the *Ntsr2* gene. By crossing the *Ntsr2*^*flox/flox*^ mouse with a *Ucp1-cre* mouse, the *Ntsr2* BKO mouse model (*Ucp1-cre*::*Ntsr2*^*flox/flox*^) was established and phenotypically characterized (Supplementary information, Fig. S1a). The *Ntsr2* depletion efficiency and specificity in BATs were validated by RT-qPCR (Supplementary information, Fig. S1b). The body weight and food intake of *Ntsr2* BKO mice and control mice (*Ntsr2*^*flox/flox*^ mice) fed by a chow diet were comparable (Supplementary information, Fig. S1c, d). Notably, *Ntsr2* BKO mice had a lower body weight than control mice when they were fed by HFD (Supplementary information, Fig. S1e). More lean mass and less fat mass were observed in *Ntsr2* BKO mice (Supplementary information, Fig. S1f). *Ntsr2* BKO mice also had a better performance in the glucose tolerance test (GTT) (Supplementary information, Fig. S1g) and insulin tolerance test (ITT) (Supplementary information, Fig. S1h).

The Comprehensive Lab Animal Monitoring System (CLAMS) analysis revealed that *Ntsr2* BKO mice presented a higher O_2_ consumption rate (Supplementary information, Fig. S1i) and CO_2_ production rate (Supplementary information, Fig. S1j), indicating an enhancement of energy expenditure. *Ntsr2* BKO mice also had increased expression of thermogenic genes in BATs but not in inguinal white adipose tissues (iWATs) (Supplementary information, Fig. S1k, l). By contrast, the physical activity and fecal energy between *Ntsr2* BKO mice and control mice were comparable (Supplementary information, Fig. S1m, n). It is widely observed that elevated thermogenesis only has effects on the body weight of obese but not young and lean mice.^48,49^ These results indicated that NTSR2 in the BATs had significant impacts on thermogenesis and development of diet-induced obesity (DIO).

### NTS-NTSR2 signaling in the white adipocytes regulates food intake

By employing the transcriptomic analysis of adipocyte-specific mRNA isolated by translating ribosome affinity purification (TRAP),^27,50,51^ we found that the *Ntsr2* expression was dramatically upregulated by HFD, specifically in epididymal WATs (eWATs) (Fig. 1a). We therefore further explored the functions of NTSR2 in white adipocytes. By crossing *Ntsr2*^*flox/flox*^ mice with an *Adipoq-cre* mouse, the *Ntsr2* AKO mouse model was established and phenotypically characterized (Fig. 1b). *Ntsr2* depletion efficiency and specificity in the adipocytes and adipose tissues were validated by RT-qPCR (Fig. 1c; Supplementary information, Fig. S2a, b). The body weight of *Ntsr2* AKO mice and control mice (*Ntsr2*^*flox/flox*^ mice) fed by a chow diet was comparable (Supplementary information, Fig. S2c). But *Ntsr2* AKO mice had a higher body weight than control mice when fed by HFD (Fig. 1d). Interestingly, a similar elevation of body weight was observed in *Ntsr2* AKO mice when they were kept in the thermoneutral condition (a 12-h light/12-h dark cycle at constant 30 °C with free access to food and water) (Supplementary information, Fig. S2d). There is a trend of increased fat mass and lean mass in *Ntsr2* AKO mice (Supplementary information, Fig. S2e). *Ntsr2* AKO mice also had a worse performance in the GTT (Fig. 1e) and ITT (Fig. 1f).

**Fig. 1:**
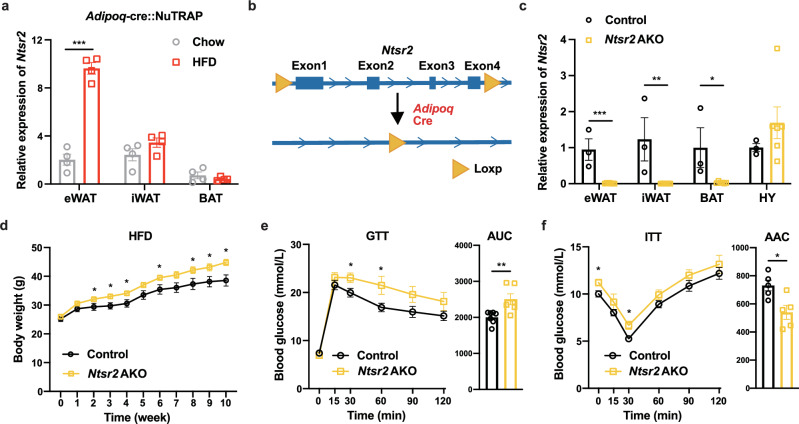
Depletion of *Ntsr2* in the adipocytes induced body weight elevation. **a** The expression of *Ntsr2* in the adipocyte-specific transcriptome of lean and obese mice (*n* = 4). **b** Scheme of the establishment of adipocyte-specific *Ntsr2* KO mouse strain. **c** KO efficiency and specificity of the *Ntsr2* gene (*n* = 3–6). **d**–**f** The body weight (**d**), GTT (**e**) and ITT (**f**) of mice fed by HFD (*n* = 5–7). *P < 0.05; **P < 0.01; ***P < 0.001.

We then explored the reasons for the body weight changes in *Ntsr2* AKO mice. It is known that impaired lipolysis might be an important biological process contributing to the development of DIO. However, we found that *Ntsr2* AKO rather led to the elevation of lipolysis-related proteins p-HSL and ATGL in the eWAT (Supplementary information, Fig. S2f). The concentration of non-esterified fatty acids (NEFAs) in serum was also elevated in *Ntsr2* AKO mice upon fasting (Supplementary information, Fig. S2g). To investigate whether the changes in lipolysis were due to the cell-autonomous effects of the NTS-NTSR2 signaling, we treated the primary adipocytes derived from SVF with recombinant NTS peptides. NTS treatment decreased the abundance of lipolysis-related proteins ATGL and p-HSL (Supplementary information, Fig. S2h). It also prevented lipolysis, determined by the reduced release of NEFA from adipocytes (Supplementary information, Fig. S2i). Notably, the changes in p-HSL and ATGL protein abundance and NEFA release, upon treatment with NTS, were absent in adipocytes in *Ntsr2* AKO mice (Supplementary information, Fig. S2j, k). We then explored the status of energy metabolism in these mice. Similar to *Ntsr2* BKO mice, *Ntsr2* AKO mice also presented a trend of increased thermogenesis (Supplementary information, Fig. S3a, b). It is widely accepted that the lipolysis of WATs is a major source of energy expenditure for non-shivering thermogenesis. On one hand, the elevation of lipolysis in the WAT of *Ntsr2* AKO mice may coordinate with the enhancement of thermogenesis in BATs. On the other hand, physiological factors other than lipolysis seem responsible for the elevation of body weight in *Ntsr2* AKO mice.

In contrast to *Ntsr2* BKO mice, the food intake of *Ntsr2* AKO mice was remarkably increased (Fig. 2a; Supplementary information, Fig. S3c). Notably, a similar increase in food intake was also observed in *Ntsr2* AKO mice kept in the thermoneutral condition (Supplementary information, Fig. S3d). The abundance of NTS peptide in BATs and WATs was almost unchanged upon fasting-refeeding (Supplementary information, Fig. S3e). Then *Ntsr2* AKO mice were treated by pair feeding, a method to normalize the food intake of control and *Ntsr2* AKO mice and validate its significance for the physiological changes. If *Ntsr2* AKO mice on pair feeding presented comparable or even lower body weight than the control mice, it suggested that the change in food intake was the main reason for the differences in body weight. Notably, *Ntsr2* AKO mice with pair feeding of HFD showed lower body weight as well as fat mass weight (Fig. 2b). The pair-fed *Ntsr2* AKO mice also had a better performance in the GTT (Fig. 2c) and ITT (Fig. 2d). The contradictory results from either the ad-lib or pair-feeding experiments indicated that the metabolic changes in *Ntsr2* AKO mice were majorly induced by the food intake.

**Fig. 2:**
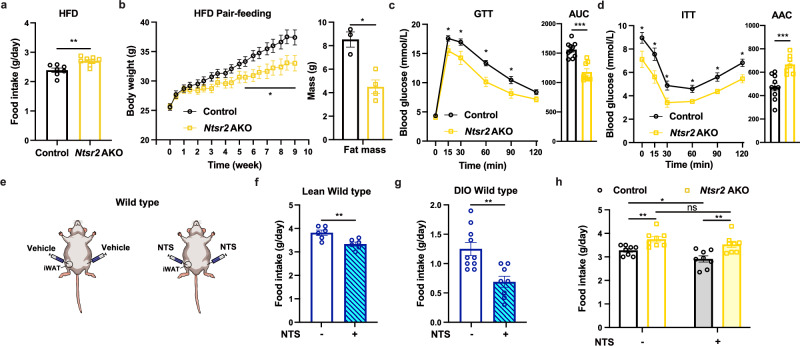
NTS-NTSR2 signaling in the adipose tissue regulated food intake. **a** Food intake of control and *Ntsr2* AKO mice (*n* = 7–8). **b**–**d** Changes of body weight (**b**), GTT (**c**) and ITT (**d**) of mice pair-fed by HFD (*n* = 6–10). **e** Schematic diagram of local NTS treatment. **f**, **g** Food intake of WT lean (**f**) or obese (**g**) mice upon NTS treatment (*n* = 6–12). **h** Food intake of control and *Ntsr2* AKO mice upon NTS treatment (*n* = 7–8). *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant.

Based on the data related to the changes in food intake in *Ntsr2* AKO mice, we tested the local effects of recombinant NTS on WATs in vivo with a hydrogel containing recombinant NTS peptide (Supplementary information, Fig. S3f). The hydrogel was injected into the iWATs or eWATs of wild-type (WT) C57BL6/J mice (Fig. 2e; Supplementary information, Fig. S3g). Compared to the treatment of the hydrogel itself, the local release of NTS in WATs led to a decrease in food intake in both lean (Fig. 2f; Supplementary information, Fig. S3h) and obese mice (Fig. 2g). The treatment of NTS also led to downregulation of body weight and fat mass in the obese mice (Supplementary information, Fig. S3i, j). By contrast, the local release of NTS had no effects on the food intake of *Ntsr2* AKO mice (Fig. 2h), demonstrating that NTS regulated the food intake via the interaction with NTSR2 in adipocytes. However, the depletion of *Nts* specifically in the LECs (*Prox1-cre/ERT2::Nts*^*flox/flox*^, referred to as *Nts* KO),^25^ which presented high KO efficiency in the eWATs, had no effects on food intake (Supplementary information, Fig. S3k, l). These results suggested that the NTS-NTSR2 signaling regulated the food intake via a direct effect on the adipose tissue.

### NTS-NTSR2 signaling affects the metabolism of ceramide in adipocytes

We then explored the mechanism by which the NTS-NTSR2 signaling in adipose tissues regulate food intake. We have reported that the NTS-NTSR2 signaling enhanced the phosphorylation of ERK (p-ERK) in BATs, but the depletion of *Ntsr2* in eWATs had no significant effects on the level of p-ERK (Supplementary information, Fig. S4a). The phospho-proteomics analysis on the eWATs from lean control and *Ntsr2* AKO mice with comparable body weight identified significant changes in the phosphorylation of multiple proteins (Fig. 3a; Supplementary information, Table S1). We observed the downregulation of the phosphorylation for multiple proteins related to endoplasmic reticulum (ER) stress and UPR (Supplementary information, Fig. S4b). It has been reported that C20–C24 ceramides, as the specific product of CerS2, can regulate the level of UPR as an upstream factor.^34,52^ Interestingly, *Ntsr2* depletion induced the elevation of phosphorylation in CerS2 protein (Fig. 3b). Other ceramide synthetases were not detected in the phospho-proteomics analysis, though it is still possible that NTSR2 controls the phosphorylation of the ceramide synthetases other than CerS2. We therefore hypothesized that the NTS-NTSR2 signaling regulates the phosphorylation of CerS2 to control the level of UPR.

**Fig. 3:**
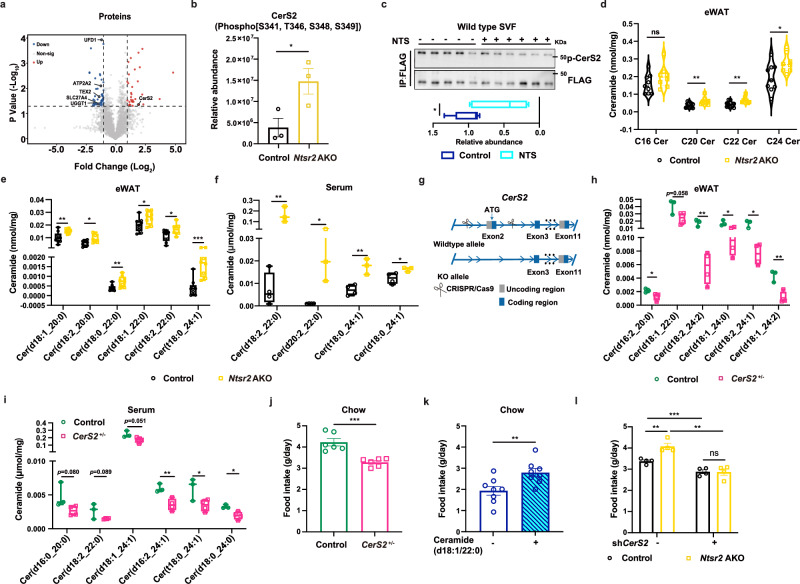
NTS-NTSR2 signaling regulated ceramide metabolism in WATs. **a** A volcano plot of phospho-proteomics data. **b** Relative abundance of p-CerS2 (*n* = 3). **c** p-CerS2 levels detected by pull-down and western blot analysis in the primary adipocytes (*n* = 5–6). **d**, **e** Ceramide C16-C24 levels (**d**) or individual ceramide levels (**e**) in eWATs of control and *Ntsr2* AKO mice (*n* = 6). **f** Individual ceramide levels in the serum of control and *Ntsr2* AKO mice (*n* = 6). **g** Scheme of the establishment of *CerS2*^+/–^ mouse strain. **h**, **i** Individual ceramide levels in the eWAT (**h**) and serum (**i**) of control and *CerS2*^+/–^ mice (*n* = 3). **j**, **k** Food intake of control and *CerS2*^+/–^ mice (**j**), and vehicle vs ceramide C22-treated mice (**k**); *n* = 6. **l** Food intake of control and *Ntsr2* AKO mice with *CerS2* knockdown (*n* = 4). *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant.

As we did not manage to detect the peptide containing all the phosphorylation sites of CerS2 in iWATs with the phosphor-proteomics assay, we further confirmed the regulation of phosphorylated-CerS2 (p-CerS2) by NTS-NTSR2 signaling through overexpressing *CerS2* with a Flag-HA tag in the N-terminus in the SVF-derived adipocytes from iWATs (Supplementary information, Fig. S4c, d). By pulling down CerS2 with the Flag tag and performing immunoblot with a pan phosphor-Ser/Thr antibody, we identified that NTS suppressed the phosphorylation of CerS2 in the primary adipocytes (Fig. 3c). By contrast, the inhibitor of CK2,^29^ which has been identified as a kinase for the phosphorylation of CerS2 in 293 T cells, had no obvious effects on the phosphorylation of CerS2 (Supplementary information, Fig. S4e). The molecular weight difference between the native CerS2 and p-CerS2 bands was potentially due to glycosylation, which was consistent with a previous report.^29^

Ceramide is composed of one chain with stable length with hydroxyl groups and the other chain with variable length (the acyl chain synthesized by the CerS). The individual ceramide is usually named as Cer (d/t (two or three hydroxyl groups) XX (length of stable chain):X (number of double bonds)_XX (length of acyl chain):X (number of double bonds)). For example, Cer (d18:0_22:1) means ceramide with 18 carbons, 2 hydroxyl groups and zero double bond for the stable chain and 22 carbons and 1 double bond for the acyl chain. To investigate the abundance of ceramide with a certain length of acyl chain as a whole, we usually combined the ceramide with the same length of acyl chains and named them CXX (length of acyl chain) Cer. With the untargeted lipidomics assay, we observed the increase in C20–C24 ceramides as the products of CerS2, among all the ceramides (C16–C24 cereramides), in eWATs of *Ntsr2* AKO mice (Supplementary information, Fig. S4f and Table S2). Bn contrast, we did not observe changes in sphingosine or sphingomyelin (Supplementary information, Fig. S4g). These results were further validated on iWATs and eWATs by the targeted lipidomics assay, which was specifically designed for the detection of ceramide with various lengths of acyl chains^32^ (Fig. 3d; Supplementary information, Fig. S4h and Table S3; the technical details of targeted lipidomics were described in “Materials and Methods”). By contrast, there was no change in the abundance of ceramide in the BATs of *Ntsr2* AKO mice (Supplementary information, Fig. S4i). The top-5 differentially detected ceramides from eWATs were presented in Fig. 3e. NTS treatment on the primary adipocytes for 4 or 24 h decreased the abundance of C20–C24 ceramides, though different time courses of NTS treatment had specific effects on the abundance of ceramide with various lengths of acyl chain (Supplementary information, Fig. S4j). The hydrogel-embedded NTS treatment on the iWATs increased the abundance of C20–C24 ceramides (Supplementary information, Fig. S4k), but it had no effects on BATs (Supplementary information, Fig. S4l). Although the total concentration of C20–C24 ceramides was not dramatically changed in the serum, many C20–C24 ceramides were observed among the top differentially detected ceramides (Fig. 3f; Supplementary information, Fig. S4m and Table S4). In the phospho-proteomics analysis, we also discovered that the depletion of *Ntsr2* regulated the phosphorylation of ceramide transporter (CERT) (Supplementary information, Fig. S4n). As it has been reported that CERT was correlated to the abundance of C16 ceramide^53^ and its specificity for the length of acyl chain is still unresolved, it was unlikely to directly contribute to the effects of the NTS-NTSR2 signaling in the current context.

As the physiological functions of endogenous ceramide synthesis on food intake had not been reported, we tried to establish a mouse model with the deletion of *CerS2* gene. It has been reported that the homozygous depletion of *CerS2* was detrimental to the overall health of mice.^31^ In the current study, the depletion of one copy of *CerS2* gene (referred as *CerS2*^+/–^ mice, Fig. 3g; Supplementary information, Fig. S5a) led to a significant decrease in ceramide C24, trends of decreases in C20–C22, but without dramatic change in C16 in both eWATs and serum (Supplementary information, Fig. S5b, c and Tables S5, S6). The top-5 differentially detected ceramides in WATs and serum were presented at Fig. 3h, i. The expression of *CerS5* and *CerS6* was also unchanged in adipose tissues with the haploid depletion of *CerS2* (Supplementary information, Fig. S5d). By contrast, the liver of mice presented the significant decreases in individual ceramide C24, increases of individual C16 and upregulation of the expression of *CerS5* and *CerS6* (Supplementary information, Fig. S5e, f and Table S7), which was consistent with the literatures.^31,32^ The changes of C20–C24, but not C16, in WATs can be attributed to the differences of transcriptional regulation for *CerS5* and *CerS6* between the liver and WATs.

The *CerS2*^+/–^ mice showed a decrease in food intake (Fig. 3j). By contrast, the local treatment of ceramide C22, but not C16, in WATs upregulated the food intake of mice in vivo (Fig. 3k; Supplementary information, Fig. S5g). We treated the adipocytes for one hour and collected the samples immediately for lipidomics analysis. We observed a dramatic elevation of the intracellular C22 ceramide in the adipocytes with C22 ceramide treatment, which indicated that the long-chain ceramide may be internalized by the adipocytes (Supplementary information, Fig. S5h). Especially, *CerS2* knockdown via injecting adeno-associated virus (AAV) containing shRNA into iWATs or eWATs decreased the abundance of ceramides C20–C24 locally (Supplementary information, Fig. S5i–k and Table S8). *CerS2* knockdown also normalized the upregulation of food intake induced by *Ntsr2* AKO (Fig. 3i). These data indicated that the ceramide metabolism in the adipocytes contributed to the NTS-NTSR2 signaling-regulated food intake.

### NTS-NTSR2 signaling affects the level of UPR via ceramide metabolism

As C20–C24 has been reported as a type of lipid to regulate UPR in cancer cells,^34,35^ we employed a collection of assays to test the changes of UPR-related factors in adipose tissues or primary adipocytes. Initially, we observed the downregulation of genes related to the UPR in WATs but not BATs of *Ntsr2* AKO (Fig. 4a, b; Supplementary information, Fig. S6a). Similar changes in UPR-related genes were observed in WATs of *Ntsr2* AKO mice upon pair-feeding (Supplementary information, Fig. S6b). *Ntsr2* AKO also downregulated the UPR-associated proteins, including phosphorylated PERK (p-PERK)^54,55^ and phosphorylated eIF2α (p-eIF2α), in WATs but not BATs (Fig. 4c–f). RNA-seq analysis of WATs further revealed that the depletion of *Ntsr2* downregulated the expression of genes related to UPR in WATs (Supplementary information, Fig. S6c and Table S9). By contrast, the phosphorylation of other integrated stress response factors, such as amino acid sensor GCN2^56–58^ and innate immunity response factor PKR,^59,60^ were not changed by *Ntsr2* AKO (Supplementary information, Fig. S6d, e). In addition, *Ntsr2* AKO did not change the expression of other upstream factors for UPR, including *Xbp1s* and *Atf6* (Supplementary information, Fig. S6f). 

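RNA-seq was performed on WATs of 3 control mice (Ntsr2 flox/flox) and 3 Ntsr2 AKO mice, in which Cre recombinase driven by Adipoq removes Ntsr2 from adipocytes. The mice were fed a chow diet, and the paper's text does not name the fat depot or the genome build used for this experiment. The authors trimmed the reads with Trimmomatic, aligned them with Hisat2 and turned the output of StringTie into a read count for each gene. They deposited normalized counts of 21456 genes, which are those read counts divided by one size factor for each mouse, the scaling that DESeq2 uses. Within each mouse the low values were whole multiples of a single step, and division by that step gave whole numbers for 100% of the values, so the read counts could be recovered. The recovered totals were 60641491, 60405373 and 66098226 reads in the control mice (median 60641491) and 54679805, 54085088 and 56268725 reads in the Ntsr2 AKO mice (median 54679805). Every control mouse therefore had more reads than every Ntsr2 AKO mouse. StringTie computes its counts from coverage, so these totals approximate the number of reads. Differences between the genotypes were tested with limma, with a mean-variance trend, on log2(normalized count + 1) for the 16157 genes with a mean normalized count of at least 10, and p values were adjusted by the Benjamini-Hochberg method. Fold changes are differences between group means on this scale, and for genes with low counts they depend on the pseudocount and the tool.

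The targeted gene was examined first. The normalized counts of Ntsr2 were 83.8, 64.0 and 152.5 in the control mice and 3.10, 8.29 and 0 in the Ntsr2 AKO mice. The means were 100.1 ± 46.5 (SD, n = 3 mice) and 3.80 ± 4.19 (SD, n = 3), a log2 fold change of -4.81 (standard error 0.91). The adjusted p from limma was 0.499 over all genes tested and 0.0266 over the 21 tested genes that the paper names or measures. In DESeq2 on the recovered reads the adjusted p of Ntsr2 over all genes was 1.1e-04, and over all alternatives it ranged from 1.1e-04 to 0.974. Over all genes, Egr1 alone had an adjusted p under 0.05 in limma, with a log2 fold change of -2.30 (standard error 0.16, adjusted p = 0.0442). An unadjusted p under 0.05 was reached by 1349 genes, of which 852 were lower and 497 higher in Ntsr2 AKO mice. After quantile normalization 612 were lower and 633 higher, so the excess of lower genes depended on the scaling. Without control 5 it shrank to 552 lower and 503 higher, and in limma without the mean-variance trend to 724 and 601. In the remaining fits more genes were also lower than higher. The number of genes past the adjusted threshold depended most on the tool. DESeq2 gave 220 genes (154 lower and 66 higher), edgeR's quasi-likelihood test gave 0 (1323 genes at an unadjusted p under 0.05), and the adjusted p of Egr1 ranged from 5.3e-30 to 0.449 over all alternatives. Control and Ntsr2 AKO mice share the replicate numbers 3, 4 and 5 but are different animals. The deviations of same-numbered mice from their group means had correlations across genes of 0.45, -0.24 and 0.41 for replicates 3, 4 and 5 (mean 0.20). The 6 pairs with different numbers ranged from -0.52 to 0.26 (mean -0.11). Deviations sum to 0 within each group, so this second mean is no independent reference. A pairing by number is therefore uncertain. With the replicate number as a block, 0 genes passed the adjusted threshold and 1303 had an unadjusted p under 0.05.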

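The expression of UPR-related genes was compared with a list of 93 genes, written before the data were examined because the paper's text does not name the gene set behind its GSEA. The list joins targets and factors of the PERK, ATF6 and IRE1 arms of the UPR, and 92 of its genes were tested. Preranked gene set enrichment analysis with fgsea, on the moderated t of limma, gave a normalized enrichment score of -2.42 (adjusted p = 8.5e-10 over the 4 UPR sets tested). Of the 92 genes, 72 (78.3%) were lower in Ntsr2 AKO mice, against 51.0% of all genes tested. The median log2 fold change was -0.22 for the list and -0.01 for all genes. In 20 of the genes every Ntsr2 AKO mouse was below every control mouse and in 2 every Ntsr2 AKO mouse was above, while chance separates the groups in 10% of genes. Among all genes tested the groups were separated in 15.0%, with 8.16% lower and 6.82% higher. In limma 0 genes of the list passed an adjusted p of 0.05, over the list or over all genes, and 18 had an unadjusted p under 0.05, while 1 gene passed over the ATF6 genes alone. In DESeq2 over all genes 3 of them passed (Slc7a5, Hyou1 and Hspa5).

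The mean z-score of the 92 genes in each mouse gives a comparison in which the mouse is the unit. It was 0.33 ± 0.16 (SD, n = 3) in control mice and -0.33 ± 0.18 (SD, n = 3) in Ntsr2 AKO mice, without overlap (difference -0.66, two-sided exact permutation test, p = 0.10, the smallest p that 3 mice against 3 allow). The differences within replicate numbers 3, 4 and 5 were -0.32, -0.98 and -0.69 (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow). With the replicate number as a block in limma, the normalized enrichment score was -2.39 (adjusted p = 7.4e-10). The p of the enrichment score comes from permuting genes and does not measure the spread between mice. Of the 9 other splits of the 6 mice into 3 and 3, 5 also had an adjusted p under 0.05, with scores of at most 1.95 in size. Every other split mixes the genotypes unequally, so it keeps part of any genotype difference and is no null reference. The alternative that moved the score most was the Reactome UPR set shipped with fgsea, of which 15 genes were tested and 9 are shared with the list. Its normalized enrichment score was -1.13 (adjusted p = 0.299, with a range of 2.1e-11 to 0.299 over all alternatives of the enrichment score). When camera estimated the correlation between the genes from the samples, the adjusted p of the list was 0.0987, against 4.2e-07 with its preset correlation. A list of 9 immediate early genes, Egr1 among them, was also lower in Ntsr2 AKO mice, with a normalized enrichment score of -2.09.

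Among the UPR-related transcripts that the paper also measured by qRT-PCR, the normalized count of Atf3 was 558 ± 86.4 in control mice and 259 ± 113 in Ntsr2 AKO mice (log2 fold change -1.21, standard error 0.38, limma adjusted p = 0.535). Atf4 had 10286 ± 1220.1 and 7371 ± 1361 (log2 fold change -0.49, standard error 0.17, adjusted p = 0.564). For both genes the 3 Ntsr2 AKO mice were below the 3 control mice. Ddit3 had 1149 ± 199 and 1008 ± 119, and its groups overlapped (log2 fold change -0.18, standard error 0.17, adjusted p = 0.787). Gdf15, which encodes the secreted factor that the paper places downstream of the UPR, had 69.1 ± 20.7 and 23.3 ± 10.5 without overlap (log2 fold change -1.58, standard error 0.50, adjusted p = 0.532). All errors are SD with n = 3 mice.

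**Figure D1:**
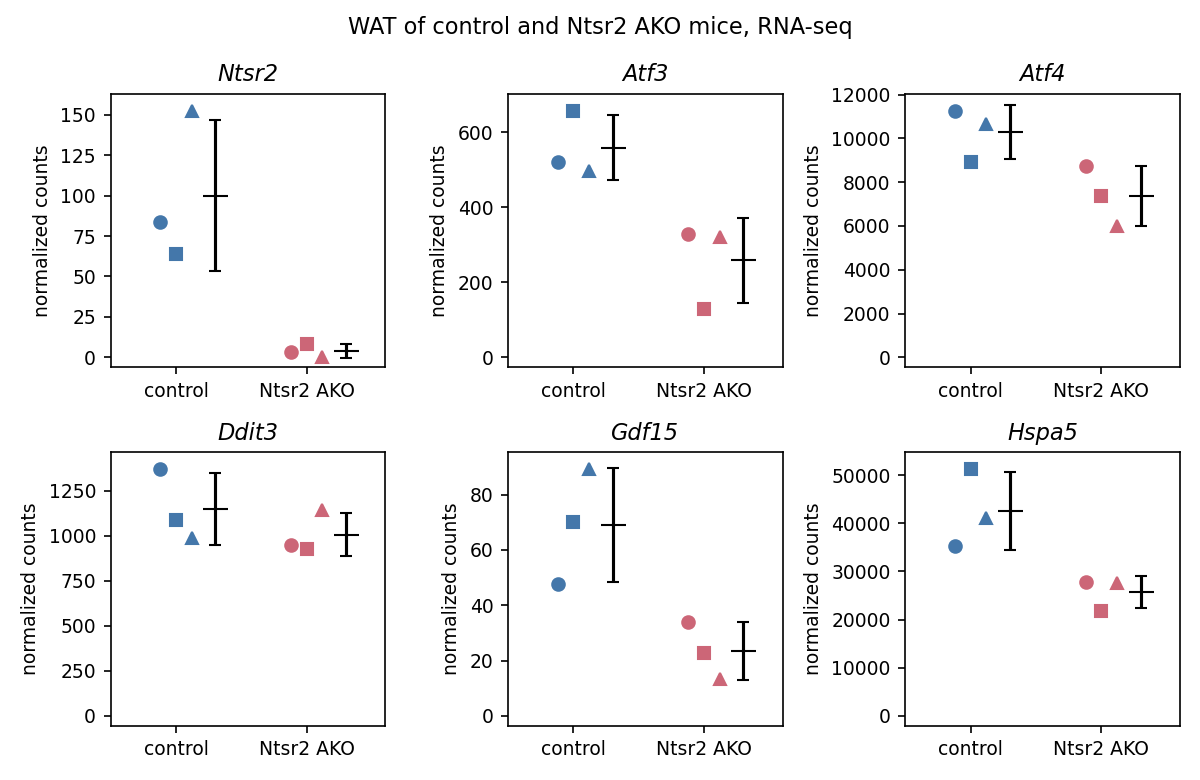
Normalized counts of Ntsr2, Atf3, Atf4, Ddit3, Gdf15 and Hspa5 in WATs, with 1 point for each mouse (circle, square and triangle for replicates 3, 4 and 5) and the mean and SD beside the points (n = 3). In Ddit3 the groups overlap, and in the other genes every Ntsr2 AKO mouse lies below every control mouse.

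The paper presents the RNA-seq after its measurements of UPR-related transcripts, p-PERK and p-eIF2α in WATs, as a further observation that depletion of Ntsr2 downregulated UPR-related genes. It contrasts this with the phosphorylation of GCN2 and PKR and the expression of Xbp1s and Atf6, which it reports as not changed by Ntsr2 AKO. In the RNA-seq, the ATF6 genes of the UPR list were also lower, with a normalized enrichment score of -2.13 (fgsea, adjusted p = 3.6e-05). Camera with the estimated correlation gave them an adjusted p of 0.0987. Atf6 itself had a log2 fold change of -0.18 (limma adjusted p = 0.690).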

Interestingly, treatment of NTS peptide increased the level of UPR-related factors in the fat in vivo as well as ex vivo (Fig. 4g; Supplementary information, Fig. S6g, h). However, the LEC-specific depletion of *Nts* had no effects on the expression of UPR-related genes in the fat in vivo (Supplementary information, Fig. S6i).

**Fig. 4:**
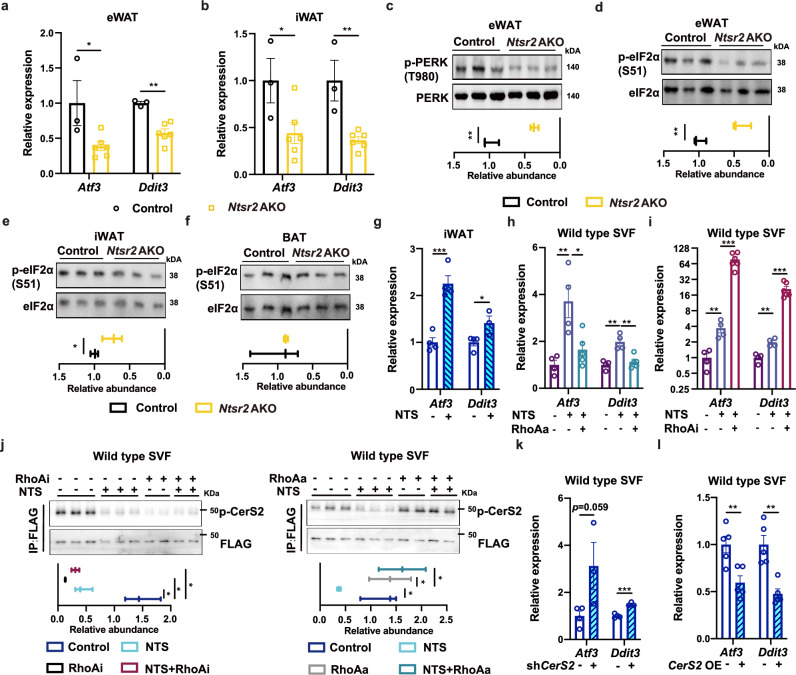
NTS-NTSR2 signaling regulated UPR via CerS2. **a**–**f** Expression levels of UPR-related genes (**a**, **b**) and proteins (**c**–**f**, *n* = 3) in the adipose tissues of control and *Ntsr2* AKO mice; *n* = 3–6. **g** Expression levels of UPR-related genes upon NTS treatment in vivo (*n* = 4). **h**, **i** Expression levels of UPR-related genes in the primary adipocytes upon the combinational treatment of NTS and RhoAa (**h**) or RhoAi (**i**); *n* = 4. **j** p-CerS2 levels in the primary adipocytes upon the combinational treatment of NTS and RhoAi or RhoAa (*n* = 2–3). **k**, **l** Expression levels of UPR-related genes in the primary adipocytes upon knockdown (**k**) or overexpression of *CerS2* (**l**); *n* = 4–5. *P < 0.05; **P < 0.01; ***P < 0.001.

To further dissect the signaling between NTS-NTSR2 and UPR, we tested a collection of 13 chemicals that target various downstream factors of GPCR (Supplementary information, Table S10). Though most of the chemicals had no rational effects on the regulation of UPR-related genes by NTS, we did identify that RhoA was a potential factor linking the NTS-NTSR2 signaling and UPR in the primary adipocytes. At first, the treatment of RhoA antagonist (RhoAi) upregulated the expression of *Atf3* and *Ddit3* (Supplementary information, Fig. S6j), but the treatment of RhoA agonist (RhoAa) downregulated the expression of these two genes (Supplementary information, Fig. S6k). RhoAa prevented the NTS treatment-induced elevation of *Atf3* and *Ddit3* in the primary adipocytes (Fig. 4h), but RhoAi enhanced the effects of NTS (Fig. 4i). RhoAa but not RhoAi treatment also prevented the decrease of p-CerS2 induced by NTS treatment (Fig. 4j). These results together showed that the NTS-NTSR2 signaling regulated the function of CerS2 via RhoA.

Consistent with our hypothesis that CerS2 was a downstream factor of the NTS-NTSR2 signaling, we discovered that the knockdown or overexpression of *CerS2* (Supplementary information, Fig. S7a, b) controlled the expression of UPR-related factors (Fig. 4k, l; Supplementary information, Fig. S7c) in the primary adipocytes. Notably, the knocking-down of *CerS2* also increased the level of UPR-related factors in the primary adipocytes with *Ntsr2* depletion (Supplementary information, Fig. S7d) and prevented the NTS-induced elevation of UPR-related factors (Supplementary information, Fig. S7e). These data indicated that CerS2 is a downstream factor of NTS-NTSR2 signaling in regulating UPR. It has been reported that C16 ceramide upregulated the level of UPR in the hypothalamus.^61^ By contrast, we found that the treatment of C22 ceramide, but not C16, downregulated the expression of UPR-related factors in the primary adipocytes (Supplementary information, Fig. S7f–i). *CerS2*^+/–^ mice presented the elevation of UPR-related factors in WATs (Supplementary information, Fig. S7j, k), but the local treatment of ceramide C22 in vivo downregulated the level of UPR-related factors in WATs (Supplementary information, Fig. S7l). These results suggested that the NTS-NTSR2 signaling regulated the synthesis of ceramides C20–C24, which in turn affected the level of UPR in WATs.

### NTS-NTSR2 signaling affects food intake via the regulation of GDF15

The data derived from the *Ntsr2* AKO mice and the literature^36^ inspired us to hypothesize that UPR, as a part of the integrative stress response (ISR), may regulate food intake via controlling the production of GDF15. Notably, we discovered that the *Gdf15* gene, and its encoding product GDF15, were downregulated in eWATs and iWATs (but not BATs) of *Ntsr2* AKO mice (Fig. 5a; Supplementary information, Fig. S8a). It has been reported that GDF15 may regulate the body weight of mice via muscle.^62^ Therefore, we measured the expression of *Gdf15* gene in the skeletal muscle of *Ntsr2* AKO mice. However, we did not observe such decreases in *Gdf15* gene expression in the skeletal muscle of *Ntsr2* AKO mice (Supplementary information, Fig. S8b). The GDF15 protein was also downregulated in the serum of *Ntsr2* AKO mice fed by either a chow diet (Fig. 5b) or HFD (Fig. 5c). The decreases of GDF15 in the serum of *Ntsr2* AKO mice were also identified in the thermoneutral condition (Supplementary information, Fig. S8c). By contrast, the local release of NTS peptide by hydrogel in iWATs upregulated the serum GDF15 in both lean and obese mice (Fig. 5d; Supplementary information, Fig. S8d).

**Fig. 5:**
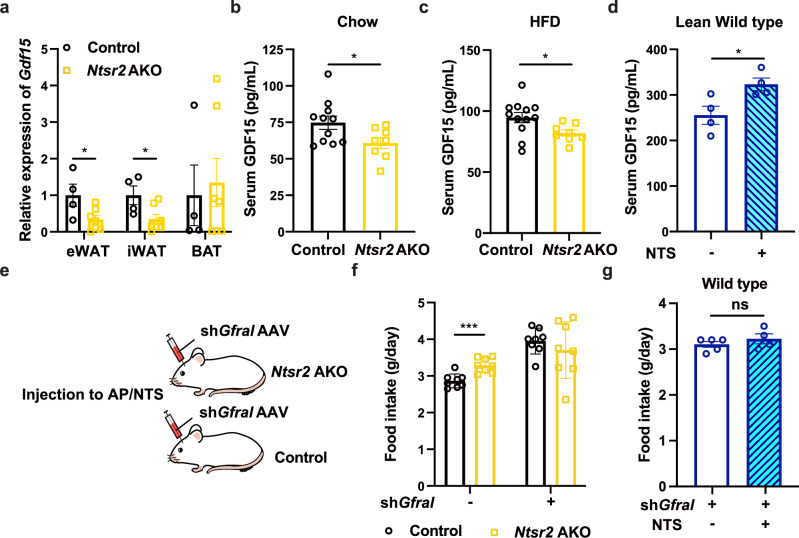
Decreasing GDF15 levels led to an increase in food intake in *Ntsr2* AKO mice. **a** Expression levels of *Gdf15* in the adipose tissues (*n* = 4–7). **b**–**d** GDF15 protein concentrations in the serum of control and *Ntsr2* AKO mice fed by a chow diet (**b**, *n* = 8–11), HFD (**c**, *n* = 8–12) or treated by NTS (**d**, *n* = 5). **e** Illustration of the experimental design. **f** Food intake of control and *Ntsr2* AKO mice with or without knockdown of *Gfral* (*n* = 8). **g** Food intake of mice treated by NTS in iWATs with *Gfral* knockdown (*n* = 5). *P < 0.05; ***P < 0.001; ns, not significant.

To validate whether the food intake differences between control and *Ntsr2* AKO mice were dependent on GDF15 signaling, we knocked down GDF15’s receptor *Gfral*^63^ in the area postrema/nucleus of the solitary tract region of the brain via AAV injection (Fig. 5e). As the interaction between GDF15 and GFRAL was well-established, we used it as a tool to validate our hypothesis. The effects of knocking-down on the expression of *Gfral* in the area postrema/nucleus of the solitary tract region were validated by fluorescent in situ hybridization (FISH) (Supplementary information, Fig. S8e). The downregulation of *Gfral* also led to increases in food intake (Supplementary information, Fig. S8f), which was consistent with what has been reported. Notably, the changes in food intake induced by *Ntsr2* AKO or NTS local treatment in iWATs were abolished by knocking down *Gfral* (Fig. 5f, g). In comparison to the body weight of the mice before the AAV injection, *Gfral* knockdown in both control and *Ntsr2* AKO mice induced a lower speed of body weight increase of the *Ntsr2* AKO mice by normalizing the food intake (Supplementary information, Fig. S8g). The decreases in body weight elevation were due to the enhanced thermogenesis in the *Ntsr2* AKO mice. We also treated the mice with recombinant GDF15 via intraperitoneal injection. We found that by normalizing the serum concentration of GDF15 (Supplementary information, Fig. S8h), we managed to normalize the food intake of the control and *Ntsr2* AKO mice (Supplementary information, Fig. S8i). In addition, we tried to normalize the serum concentration of GDF15 by enhancing its endogenous production by treating the mice with PERK agonist (PERKa).^64^ Consistently, the PERKa treatment normalized the serum level of GDF15 as well as food intake in *Ntsr2* AKO mice (Supplementary information, Fig. S8j, k). These results indicated that NTS-NTSR2 signaling in WATs regulates food intake via GDF15 signaling. Notably, We recently have validated that the UPR-related factor PERK controlled the food intake as well as metabolic homeostasis in DIO mice via GDF15.^65^

We then tested whether the NTS-NTSR2 signaling regulated the production of GDF15 via controlling ceramide metabolism. The treatment of Rhoi upregulated the expression of *Gdf15* (Supplementary information, Fig. S9a), but the treatment of RhoAa downregulated the expression of *Gdf15* (Supplementary information, Fig. S9b). We found that NTS treatment upregulated the expression of *Gdf15* in the SVF-derived primary adipocytes compared to the vehicle treatment, but this phenotype was abolished in the cells with *CerS2* knockdown (Fig. 6a; Supplementary information, Fig. S9c) or with the treatment of RhoAa (Supplementary information, Fig. S9d). *CerS2* knockdown upregulated the production of GDF15 protein in both control and *Ntsr2* AKO primary adipocytes (Fig. 6b). By contrast, the overexpression of *CerS2* downregulated the production of GDF15 protein (Fig. 6c; Supplementary information, Fig. S9e) in both control and *Ntsr2* AKO primary adipocytes. In addition, the treatment of C22 ceramide, but not C16, indeed downregulated the expression of *Gdf15* in the primary adipocytes (Fig. 6d; Supplementary information, Fig. S9f). *CerS2*^+/–^ mice presented an elevation of serum GDF15 concentration (Fig. 6e), upregulation of *Gdf15* gene (Fig. 6f) and GDF15 protein (Fig. 6g) in WATs compared to the control mice. However, the treatment of ceramide C22 in vivo downregulated the expression of the *Gdf15* gene or GDF15 protein in WATs (Supplementary information, Fig. S9g) and GDF15 protein in serum (Supplementary information, Fig. S9h). In addition, *Cers2* knockdown in iWATs also led to an elevation of serum GDF15 levels (Supplementary information, Fig. S9i). Together, these data suggested that NTS-NTSR2 signaling regulated the C20–C24 ceramide synthesis, which affected the production of GDF15 and food intake in mice.

**Fig. 6:**
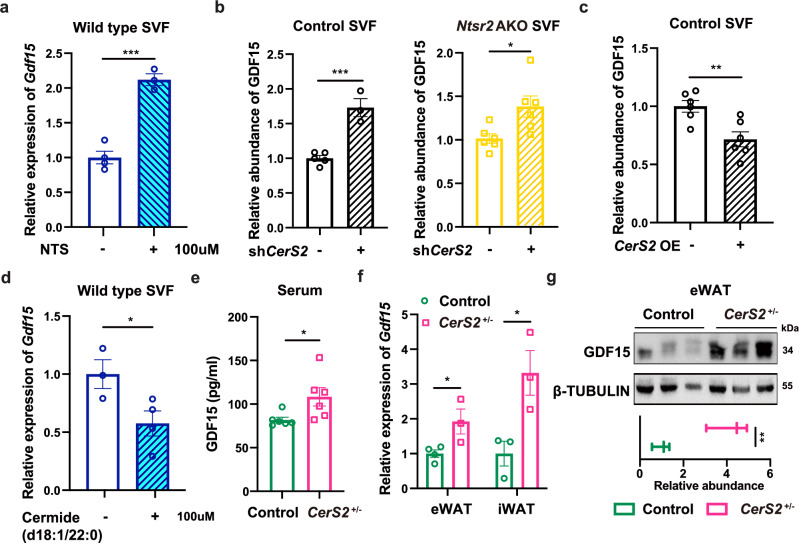
NTS-NTSR2 signaling regulated the production of GDF15 via CerS2. **a** Expression level of *Gdf15* upon NTS treatment in the primary adipocytes of WT mice (*n* = 3–4). **b**–**d** Expression levels of GDF15 protein upon *CerS2* knockdown (**b**, *n* = 3–5), *CerS2* overexpression (**c**, *n* = 6) and ceramide C22 treatment (**d**, *n* = 3–4) in primary adipocytes. **e**–**g** Serum concentrations of GDF15 (**e**, *n* = 6), mRNA expression levels of *Gdf15* (**f**, *n* = 3) and GDF15 protein abundance in adipose tissues (**g**, *n* = 3) of control and *CerS2*^+/–^ mice. *P < 0.05; **P < 0.01; ***P < 0.001.

### The correlation between ceramides and food intake in humans

To examine the generalization of our findings in humans, we collected the relevant information and analyzed the correlation between plasma ceramide C20–C24 levels and daily intake of food or energy in both children (282 participants) and adults (803 participants). The basic characteristics of these two populations are presented in Fig. 7a, b. A positive association between plasma levels of ceramides C20–C24 and energy intake was observed in both populations (Fig. 7c–f). Based on the results from a recent systemic analysis of the correlation between serum concentration of metabolites and food intake, the correlation identified in the current study was among the top tier.^66^ As we cannot confirm the correlation of ceramide in the paired WATs and serum due to the lack of samples, it is possible that the correlation between ceramide and food intake we observed here was due to tissues other than WATs in humans. Notably, a potential causal relation between plasma levels of ceramide C20–C24 and weight of daily food intake was observed using Mendelian randomization analysis based on the data from UK Biobank and METSIM study (Fig. 7g; Supplementary information, Tables S11, S12; see details of Mendelian randomization analysis in “Materials and Methods”). In addition, the serum C20–C24 ceramide levels were positively correlated to body weight, fat mass, body mass index, blood glucose level, serum triglyceride level, serum total cholesterol level, and serum low-density lipoprotein cholesterol for the adults (Supplementary information, Fig. S10), though the correlations between C20–C24 ceramides and these physiological parameters were much weaker for the children (Supplementary information, Fig. S11). These results suggested that the ceramide metabolism axis may also be of significance in the regulation of food intake as well as metabolic homeostasis in humans.

**Fig. 7:**
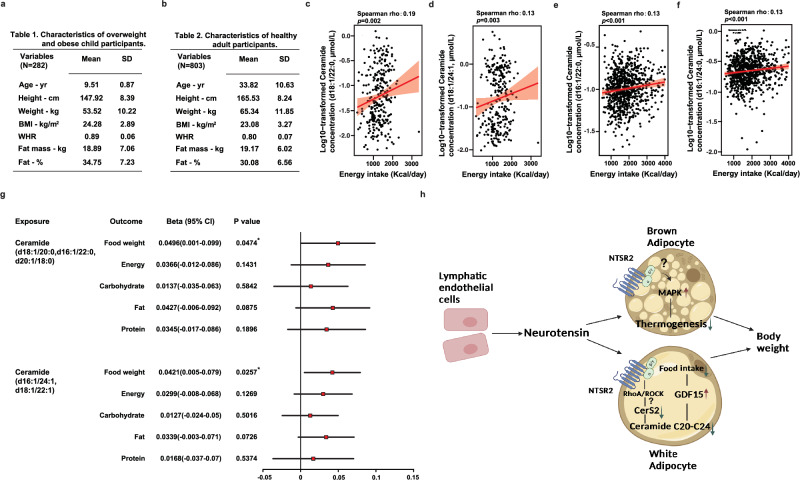
The correlation between ceramides C20–C24 and food intake in humans. **a**, **b** Basic information of child (**a**) and adult (**b**) participants in the study. **c**–**f** A positive correlation was obtained based on multivariable linear regression models between the serum concentration of ceramides C20–C24 and energy intake in the cohorts of children (**c**, **d**) and adults (**e**, **f**). **g** Summary of Mendelian randomization analysis in adults. **h** Illustration of the mechanism identified in this study.

## Discussion

NTS has been recognized as an important peptide in the regulation of metabolic homeostasis for decades, though most studies on the functions and underlying mechanism of NTS were performed in the CNS or intestine. Our previous study has revealed the anti-thermogenic effects of LEC-produced NTS via its interaction with NTSR2 in BATs through paracrine signaling. In the current study, we validated this thermogenic phenotype and further identified that the NTS-NTSR2 signaling in WATs regulated food intake via its impact on ceramide metabolism. NTS-NTSR2 signaling affected the synthesis of ceramides C20–C24, which induced the changes in GDF15 and food intake. These results indicated that the NTS-NTSR2 signaling in the peripheral tissues may play a key role in keeping the balance between BAT-dependent thermogenesis and WAT-dependent food intake. As the NTS-NTSR2 signaling can suppress thermogenesis in the BAT and suppress food intake in the WAT simultaneously, it is an important factor in maintaining metabolic homeostasis. The disruption of NTS-NTSR2 signaling in either of the tissues may lead to abnormal elevation of body weight as well as metabolic disorders (Fig. 7h).

As the Adipoq-cre targets both WATs and BATs, we observed the elevation of energy expenditure in both *Ntsr2* BKO and AKO mice. These results indicate that the NTS-NTSR2 signaling has similar effects on BATs in these two strains. However, we observed the distinct phenotypes of food intake and body weight between *Ntsr2* BKO and AKO mice, which is likely due to the different effects of NTS-NTSR2 signaling on different cell types. NTS-NTSR2 signaling controls MEK-ERK signaling in BATs but UPR in WATs. This common feature of GPCR highlights the significance of studying the NTS-NTSR2 signaling in various cell types specifically.

In the previous study, we performed an AAV injection-based experiment to validate the anti-thermogenic effects of NTS in BATs. Because AAV-mediated knockdown may disappear very soon, it is difficult to understand the long-term physiological effects of this model. In addition, the knockdown of *Ntsr2* is not cell-type specific. In the current study, we used the *Ntsr2* BKO model to confirm the long-term physiological function for the suppression of NTSR2 specifically in the BAT, which has not been tested in the previous study.

The fact that the depletion of *Nts* in LECs had no effects on food intake indicated potential existence of endogenous ligands for NTSR2 other than NTS. Actually, it has been demonstrated in the literature that glycine can activate NTSR2 with PRESTO-Salsa-based GPCR reporter system.^67^ The details about how the non-canonical ligand for NTSR2 regulated metabolic homeostasis can be studied in the future.

NTS can interact with both NTSR1 and NTSR2, but the downstream signaling pathways of these two GPCRs are strikingly different. Unlike NTSR1,^68–72^ the effects of NTS stimulation on NTSR2 are controversial. For mouse NTSR2, NTS induced coupling of G_q_ to NTSR2 in a system of *Xenopus Laevis* oocytes but not HEK293 cells or COS cells.^73–76^ For human NTSR2, NTS behaved as a neutral antagonist in COS cells and HEK293 cells but an activator of MEK-ERK signaling in CHO cells.^77–80^ Previously, we have reported that NTS controlled the MEK-ERK signaling in BATs. However, the results of the current study indicated that the MEK-ERK signaling was not affected by the depletion of *Ntsr2* in WATs. The tissue- and context-specificity are the outstanding features of the function of GPCR.^81^ These studies with contradictory conclusions highlighted the importance of studying NTS-NTSR2 signaling with cell type-specific models in physiological conditions.

In an ex vivo model, we have previously identified that NTS activates MEK-ERK signaling which is responsible for its anti-thermogenic effects.^23^ In the current study, we discovered that NTS may exert inhibitory effects on food intake via NTSR2 in WATs, but not BATs, via regulating the RhoA-CERS2-GDF15 axis in vivo. As far as we know, this is the first evidence to support the hypothesis that NTS may exert neurological regulation via direct interactions with peripheral tissues. Further studies are required to elucidate whether it is a common mechanism or an adipocyte-specific phenomenon.

Previously, we have reported that treatment with the NTSR2 antagonist NTRC-824 enhanced thermogenesis without obvious effects on food intake in mice.^23^ Encouragingly, the *Ntsr2* BKO and AKO mice in the current study also presented enhanced thermogenesis. The inconsistencies in the food intake phenotypes between *Ntsr2* AKO mice and mice treated with NTRC-824 may be due to several differences between the two studies: a) NTRC-824 treatment exerted its effects on the whole body in comparison to adipocyte-specific depletion of *Ntsr2* shown in the current study. The complicated effects of NTSR2 inhibition on various cell types may disturb the feeding behavior of mice. b) NTRC-824 treatment was performed in obese mice while *Ntsr2* depletion was carried out when mice were still lean. The dramatic difference between lean and obese mice may affect the phenotypes associated with the feeding behavior. c) Many chemicals have more than one target in vivo. Similarly, NTRC-824 may have unknown off-target effects other than inhibiting the activity of NTSR2.

Ceramide has been broadly recognized as a type of lipid with important bioactivities. Ceramide may exert diverse effects on metabolism-related phenotypes via interaction with brown/beige adipocytes or the CNS.^61,82,83^ Many groups, including ourselves, have demonstrated that the total ceramide is an important factor in senescence or aging.^84,85^ Notably, it has been reported that the ICV administration of mixed species of ceramide to rainbow trout induced decreases of food intake in fish.^86^ By contrast, the effects of ceramide on the food intake of mammals were complicated. ICV injection or local ablation of ceramide C6 in hypothalamus of mice may either increase food intake^87^ or have no effects on food intake.^83^ The current studies identified that the ceramide C20–C24, as the specific product of CerS2 from peripheral tissues, may regulate the food intake in both mice and humans. The metabolism of ceramide has the potential to become a therapeutic target for obesity.

The UPR is an important pathway for the regulation of ER stress. It has been reported in several studies that the intracellular abundance of ceramide was associated with ER stress.^88^ In the macrophage, the ASMase can induce ER stress via elevation of ceramide and oxidized-LDL.^89^ In the CNS, treatment of ceramide synthesis inhibitor myriocin or depletion of *CerS6* suppressed the ER stress in the hypothalamus.^61,90^ Especially, it has been discovered that dihydroceramide can bind directly to ATF6, a key regulator of UPR, which activates the downstream signaling.^91^ We therefore hypothesized that C20–C24 ceramides may specifically interact with a protein involved in the regulation of PERK. This interaction controlled the phosphorylation of PERK, the production of GDF15 and the food intake. As the current study is a physiological study in general, this candidate protein interacting with C20–C24 ceramides awaits to be discovered by biophysical/chemical biology studies in a separate project.

In summary, our study provided an inspiring insight into the function and relevant mechanism of NTS-NTSR2 signaling in the context of metabolic regulation. In addition to NTS, other secretory proteins produced by LECs have been discovered.^92–96^ Together, these studies will inspire future work on how the LEC interacts with peripheral organs/tissues via secretory proteins, as well as how it regulates metabolic homeostasis.

## Materials and methods

### Ethical declaration

The ceramides and food intake correlation study in children has been approved by the ethics committee of Peking University Third Hospital (ethnic approval number 2021-283-06). The ceramides and food intake correlation study in adult has been approved by the Ethics Committees of Fudan University (FE20064) and Zhongshan Hospital (B2019-089R). The informed consents to participate in the study have been obtained from either the adult participants or the parents or legal guardian of children under age 16.

### Reagents

The information on key reagents involved in this study was presented in Supplementary information, Table S13.

### Mouse models

All animal experiments were performed according to procedures approved by the Animal Ethics Committee of Fudan University. Mice were maintained under a 12-h light/12-h dark cycle at constant temperature (23 °C) with free access to food and water. Each mouse was kept individually in the cage to measure food intake. Food intake was measured based on the differences in the amount of diet that we provided in the morning on the first day and the amount of diet left in the morning of the second day. The diet was replaced every day to keep the measurement of food intake accurate. For each mouse, we measured the food intake for a week and calculated the average food intake for this mouse. Then the data were summarized as the food intake for certain groups of mice. WT C57B6/J mice, *Ntsr2*^*flox/flox*^ mice, *Nts*^*flox/flox*^ and *Cers2*^+/–^ mice were obtained from GenPharmatech. The *Ucp1-cre*, *Adipoq-cre* and *Prox1-cre/ERT2* mice were obtained from the Jackson Lab.

To generate *Ntsr2* BKO mice, *Ntsr2*^*flox/flox*^ mice were crossed with *Ucp1-Cre* mice. To obtain *Ntsr2* AKO mice, *Ntsr2*^*flox/flox*^ mice were crossed with *Adipoq-Cre* mice. Mouse genotyping was performed using the Mouse Direct PCR Kit (Cat# B40015, Bimake). The genotyping primers used were as follows: *Ntsr2 flox*: 5’-GCAAAGCTGCTTCTCTTTACTGAG-3’; 5’-AGATAGATGGACCTCAAAGGCAG-3’; *Adipoq-cre*: 5’-ACGGACAGAAGCATTTTCCA-3’; 5’-GGATGTGCCATGTGAGTCTG-3’; *Ucp1-Cre*: 5’-GTCCTGGAACGTCATCATGTTTG-3’；5’-GCTTCCTTCACGACATTCAACAG-3’; *Cers2*^+/–^: 5’-TTCATCCACAAGAGCAGTGACCAG-3’; 5’-AAGTCCTCACCTTCAAAGCAAGC-3’. 

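Ntsr2 encodes a receptor of neurotensin and lies on the plus strand of chromosome 12, from 16653382 to 16660227 in the mouse genome build GRCm38 (GENCODE release M21). The transcript Ntsr2-201 has 4 exons of 640, 274, 91 and 519 bases. Exon 1 spans 16653484 to 16654123 and holds the start of the coding region at 16653500. Exon 2 spans 16656597 to 16656870, exon 3 spans 16658365 to 16658455, and exon 4 spans 16659709 to 16660227, with the coding region ending at 16659967 and the rest being 3′ UTR. The annotation holds 4 protein-coding transcripts of the gene and 1 with a retained intron. Adipoq, whose regulatory sequence drives Cre in Ntsr2 AKO mice, lies on the plus strand of chromosome 16 from 23146536 to 23158028, and Cers2 on the plus strand of chromosome 3 from 95314791 to 95323599. The primer pairs for the Ntsr2 flox allele, Adipoq-cre and Cers2 had no exact match in any annotated transcript. Their positions in introns, between genes or in the transgene were not searched here, and the positions of the loxP sites were not analysed here.

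**Figure D2:**
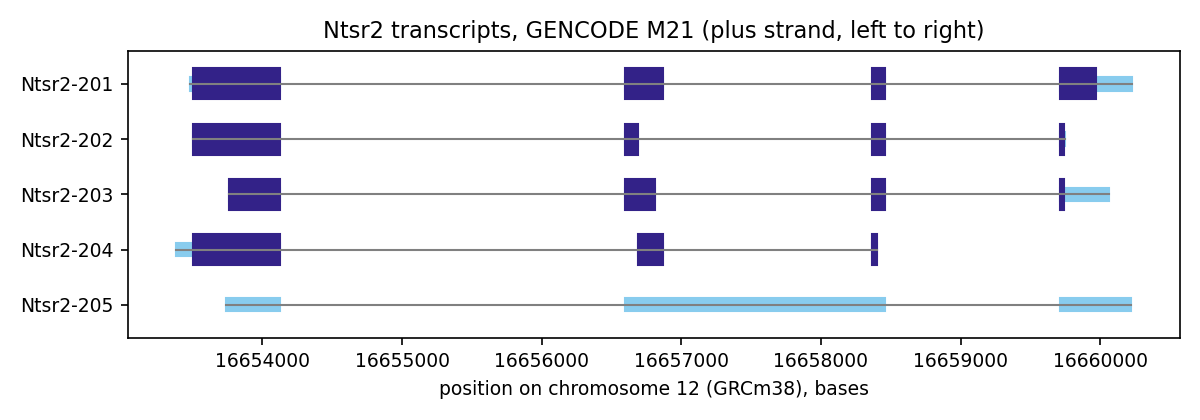
Transcripts of Ntsr2 on chromosome 12 (GRCm38), drawn to scale by position in bases, with coding parts of exons as tall dark boxes, noncoding parts as low light boxes and introns as lines. The coding region of Ntsr2-201 begins in exon 1 and ends in exon 4.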

The pair-feeding experiment in a staggering manner was performed according to the published protocols.^97,98^ For studies of WT obese animals, 8-week-old male mice were fed by HFD for 8 weeks before the experiments started.

### Stereotaxic surgery, virus injections and FISH

Male mice aged 10–12 weeks were anesthetized with isoflurane (3%–4% isoflurane for induction and 1%–2% isoflurane for maintenance) by intraperitoneal injection and then mounted in a stereotaxic apparatus (RWD, Model 68045). An incision was made to expose the skull and a small craniotomy was performed for bilateral injections with the following parameters: posterior bregma –7.65 mm; 0.00 mm lateral to bregma, depth at 4.9 mm from the skull. 0.3 µL of AAV was injected on each side with a micro-syringe pump over 10 min. AAV (30 nL, WZ Biosciences) was injected slowly with a micro-syringe pump over 10 min. To enable recovery and AAV expression, mice were housed for a minimum of 7 days following virus injection before the experiments started. The sequences for shRNA were provided in Supplementary information, Table S14.

In situ hybridization of RNA molecules was achieved by using amplification-based single molecule in situ hybridization (asmFISH) method as described in our previous study.^99^ SEERNA® ISH RNA Fluorescence in Situ Detection Kit (SEERNA Bioscience) was used under the guidance of standard protocol of the manual. The label probe was conjugated to Alexa fluor 488, Cy3, Texas Red, Cy5 or Alexa fluor 750 (ThermoFisher Scientific).

After OCT-embedding, tissue sections in 10-μm thickness were first fixed in 4% (w/v) paraformaldehyde (Sigma) for 5 min, and washed twice with diethyl pyrocarbonate (DEPC)-treated PBS, followed by dehydration in an ethanol series. After three washes with Wash Buffer (SEERNA Bioscience), sections were permeabilized with 0.1 M HCl at 37 °C for 5 min.

The sections were then incubated in order with the following solutions: target probes in hybridization mix at 37 °C for 4 h, ligation mix at 37 °C for 30 min, splint primers in the circularization mix at 37 °C for 30 min, and amplification mix for rolling circle amplification at 30 °C overnight. Slides were washed with Wash Buffer (SEERNA Bioscience) three times at room temperature (RT) after each step. After that, the sections were incubated in hybridization buffer containing the label probes at RT for 30 min. Finally, the slides were mounted with SlowFade Gold Antifade Mountant (ThermoFisher Scientific) medium containing 0.5 μg/mL DAPI (Sigma), which were then ready for image acquisition using the Leica DM6B microscope equipped with a DFC9000GT camera using the 40× or 20× objective lens. The targeting regions of the probes were provided in Supplementary information, Table S14.

### Pharmacological treatment

Ten-week-old male mice received intraperitoneal injection of GDF15 recombinant protein (0.2 mg/kg) (Cat# ab202199, Abcam) or PBS with free access to a chow diet for 10 days. Various assays were performed during the treatment. At the end of the experiment, the serum, fat pads, and liver were collected and stored for later analysis.

### Body composition, fecal energy, and indirect calorimetry

Body composition to determine lean mass and fat mass values were obtained before the experiment with a mini-Spec LF50 (Bruker). The energy expenditure was measured by the Promethion CLAMS (Sable Systems International) housed within a temperature-controlled environmental chamber at Fudan University. Before the experiment started, the mice were housed in the CLAMS for 48 h. The data were processed as described before.^23^ The energy content of diet and feces was measured by a bomb calorimeter (IKA) according to the manufacturer’s guidelines.

### Local release of NTS

The hydrogel was synthesized and the NTS peptide was loaded into the hydrogel as described before.^100,101^ In brief, the sodium hyaluronate, poloxamer 407 and ultrapure water were mixed, centrifuged and stored in the fridge. The NTS peptide was added to the hydrogel at 1.5 mg/mL. For the treatment, 100 µL of hydrogel with or without NTS was injected into iWATs once every two days. The tissues and serum were collected from mice with treatment for 6 days.

### Culture and differentiation of mouse pre-adipocytes

Inguinal adipose tissues were dissected from 7–10-week-old C57/Bl6J male mice, minced, and digested in PBS with 10 mg/mL BSA (Cat# A600332-0100, BBI Life Sciences) and 10 mg/mL collagenase (Cat# 11088858001, Roche) for 60 min at 37 °C. The digested solution was filtered through a 100-µm cell strainer, centrifuged at 800 rpm for 5 min and the red blood cells were lysed by ACK buffer (Cat# A10492-01, Gibco). The SVF pellet was then suspended in the DMEM medium with 10% FBS and 1% P/S for cell culture experiments. The SVF cells were differentiated into adipocytes with a growth medium containing 5 µg/mL insulin, 0.5 mM isobutylmethylxanthine, 1 µM rosiglitazone, 1 µM dexamethasone for two days initially. Then we refed the cells with a new growth medium containing 5 µg/mL insulin for another two days. Afterward, the cells were maintained in a growth medium without insulin. Cells were fully differentiated after 6–8 days.^102^ As the expression of *Ntsr2* in the differentiated adipocytes was not detectable, we overexpressed *Ntsr2* in the adipocytes via AAV infection. The sequences for shRNAs were provided in Supplementary information, Table S14.

### RNA Isolation/qRT-PCR

TRIzol (Cat# 15596018, ThermoFisher Scientific) was used for RNA isolation. Extracted RNA (500 ng) was converted into cDNA using the PrimeScript™ RT reagent Kit (Cat# RR037A, Takara). qRT-PCR was performed using an Applied Biosystems QuantStudio 5 and TB Green Premix Ex Taq (Cat# RR420B, Takara). Fold change was determined by comparing target gene expression with the reference gene *36b4*. 

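The primers for UPR-related genes and ceramide synthases in Table S14 were matched to the mouse transcripts of GENCODE release M21 (GRCm38). The primers for Atf3 (chromosome 1, minus strand) lie in exons 2 and 4 of Atf3-201 and enclose a product of 194 bases from coding sequence. For Atf4 (chromosome 15) both primers lie in exon 2 of Atf4-201, with a product of 198 bases, and for Ddit3 (chromosome 10) both lie in exon 4 of Ddit3-201, with a product of 174 bases. These 2 pairs span no intron. The Gdf15 primers (chromosome 8) lie in exons 1 and 2 of Gdf15-201, with a product of 189 bases, and the Atf6 primers in exons 12 and 14 of Atf6-201, with a product of 204 bases. The products for Cers2, Cers5 and Cers6 have 187, 184 and 191 bases. Each of these primers matched transcripts of its own gene and of no other gene. The forward primer for Xbp1s has 22 bases, of which the first 20 match Xbp1-201. All 22 match once the 26-base intron that IRE1 removes is taken out, so the primer is specific to the spliced form at its 3′ end. The primers for Ntsr2, TGAGACATAAAGACGTGCGC and ACACGGCGTTGTAGAGAAGA, had no exact match in any transcript of this release, and their best alignments without gaps to Ntsr2 transcripts had 6 and 3 mismatches.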

Primers are listed in Supplementary information, Table S14.

### RNA-seq

Total RNA was extracted from adipose tissues of mice fed by chow diet as described before.^103^ Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H–). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’-ends of DNA fragments, NEBNext Adaptors with hairpin loop structures were ligated to prepare for hybridization. To select cDNA fragments with 250–300 bp, the library fragments were purified using the AMPure XP system (Beckman Coulter). Then 3 µL of USER Enzyme (NEB) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min, followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia). After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and 125–150 bp paired-end reads were generated.

Raw data of fastq format were firstly processed through in-house perl scripts. In this step, clean data were obtained by removing reads containing adapter and trimming low-quality base with Trimmomatic.^104^ Index of the reference genome was built using Hisat2 and paired-end clean reads were aligned to the reference genome using Hisat2. StringTie was applied to the bam file for expression quantification and the RNA-seq count data were obtained. Finally, differential expression analysis of two groups was performed using the DESeq2 R package.^105^ The raw data were deposited to GEO with the accession number GSE274164.

### Adipocyte-specific transcriptomic analysis by TRAP/RNA-seq

Ribosome pulldown was conducted as previously described,^50^ with modifications. Frozen adipose tissues were lysed using Dounce homogenizers in lysis buffer (20 mM HEPES pH 7.5, 15 mM MgCl_2_, 150 mM KCl, 1% NP-40, 100 µg/mL cycloheximide, 1 mM DTT, 0.1 U/μL RNase inhibitor, and 1× Halt EDTA-free protease inhibitor) and incubated on ice for 15 min with vortexing every 5 min. After lysates were centrifuged at 13,000 rpm for 10 min at 4 °C, the infranatant layer below the top lipid layer was collected. Immunoprecipitation was conducted by rotating the lysates incubated with GFP antibody (Cat# ab290, Abcam) for 1 h at 4 °C and subsequently with Dynabeads Protein G (Cat# 10003D, ThermoFisher Scientific) for 30 min at 4 °C. After washing three times using wash buffer (20 mM HEPES pH 7.5, 15 mM MgCl_2_, 350 mM KCl, 1% NP-40, and 100 µg/mL cycloheximide), RNA was extracted from the immunoprecipitates using a Qiagen RNeasy Micro kit and purified by on-column DNA digestion using a Qiagen RNase-Free DNase Set according to the manufacturer’s instructions. For RNA-seq library construction, the purified RNA (100 ng) was processed by an NEBNext rRNA Depletion Kit (Cat# E7400L, New England BioLabs) for removal of ribosomal RNA, and first-strand cDNA was synthesized by Maxima Reverse Transcriptase (Cat# EP0753, ThermoFisher Scientific). Double-stranded cDNA was generated from the first-strand cDNA by an NEBNext mRNA Second Strand Synthesis kit (E6111S), and sequencing libraries were generated by tagmentation using Nextera XT DNA Library Preparation kit. The libraries were quantified by Qubit, analyzed by Agilent Bioanalyzer, and sequenced on an Illumina NovaSeq6500. The sequencing reads were pre-processed by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) for quality control and then aligned to the mm10 mouse reference genome using STAR.^106^ Low-quality mapped reads including duplicates were determined and excluded by bamUtils,^107^ and filtered reads were assigned to transcriptome and quantified by featureCounts.^108^ Differential expression analysis of two groups was performed using edgeR^109^ after lowly expressed genes (CPM < 1 in at least 20 different samples among 24) were filtered out.

### Phosphoproteomics

#### Trypsin digestion

The FASP digestion was adapted for the following procedures in Microcon PL-10 filters as previously described.^110^ After three-time buffer replacement with 8 M Urea and 100 mM Tris-HCl, pH 8.0, proteins were reduced by 10 mM DTT at 37 °C for 30 min, and followed by alkylation using 30 mM iodoacetamide at 25 °C for 45 min in the dark. Then the sample was washed three times with digestion buffer (30 mM Tris-HCl, pH 8.0), and the digestion was carried out with trypsin (enzyme/protein as 1:50) at 37 °C for 12 h. After digestion, the solution was filtrated out and the filter was washed twice with 15% ACN, and all the filtrates were pooled and vacuum-dried.

#### Phosphopeptide enrichment

The home-made TiO_2_ microcolumns (peptide:TiO_2_ = 1:10) were washed by 100% ACN. Peptides were dissolved with loading buffer (1 M glycolic acid, 80% ACN and 5% TFA). After loading peptides onto the microcolumn twice, the microcolumns were washed twice with loading buffer and then with washing buffer (80% ACN and 1% TFA) twice. The phosphopeptides were successively eluted by 2 M ammonia hydroxide and then 1 M ammonia hydroxide with 30% ACN. The elutes were vacuum-dried by SpeedVac.

#### NanoLiquid chromatography-mass spectrometry (NanoLC-MS) analysis

NanoLC-MS/MS analysis was performed using an EASY-nLC 1200 system (ThermoFisher Scientific) coupled to an Orbitrap Fusion Lumos mass spectrometer (ThermoFisher Scientific). A one-column system was adopted for all analyses. Samples were analyzed on a home-made C18 analytical column (75 µm i.d. × 25 cm, ReproSil-Pur 120 C18-AQ, 1.9 µm (Dr. Maisch GmbH, Germany)).^111^ The mobile phases consisted of Solution A (0.1% formic acid) and Solution B (0.1% formic acid in 80% ACN). The peptides for LFQ analysis were eluted using the following gradients: 2%–5% B in 2 min, 5%–35% B in 100 min, 35%–44% B in 6 min, 44%–100% B in 2 min, 100% B for 10 min, at a flow rate of 200 nL/min. The phosphopeptides were eluted using the following gradients: 2%–5% B in 3 min, 5%–35% B in 40 min, 35%–44% B in 5 min, 44%–100% B in 2 min, 100% B for 10 min, 100%–5% B in 2 min, 5% B in 3 min, 5%–100% B in 2 min, 100% B for 10 min at a flow rate of 200 nL/ min. Data acquisition mode was set to obtain one MS scan followed by HCD-MS/MS acquisitions with a cycle time of 2 s. The normalized collision energy (NCE) was set as 30.

#### Raw data processing

The results were processed with UniProt human protein database (75,004 entries) and using Protein Discoverer (Version 2.4, ThermoFisher Scientific) with Mascot (Version 2.7.0, Matrix Science).^112^ The mass tolerances were 10 ppm for precursor and fragment Mass Tolerance 0.05 Da. Up to two missed cleavages were allowed. Carbamidomethylation on cysteine was set as a fixed modification, and acetylation on the protein N-terminus and oxidation of methionine were set as variable modifications. For phosphopeptides, additional parameters were set: the phosphorylation on serine, threonine and tyrosine as variable modifications.

### RNA-seq data analyses

The in-house perl scripts were applied to process raw data in fastq format. In order to obtain clean data, reads containing adapters were removed and low-quality bases were trimmed with Trimmomatic (24) in this step. Hisat2 was used to construct the index of the reference genome and aligned with clean reads at the end of the reference genome pair. Expression quantification of bam files was performed by StringTie and RNA-seq count data were obtained. The DESeq2 R package (25) was finally used as an expression analysis tool to analyze the differences between the two groups. The raw RNA-seq data have been deposited to GEO with an accession number GSE274164.

### Phosphoproteomics data analyses

For result processing, Protein Discoverer (Version 2.4, ThermoFisher Scientific) and the UniProt Human Protein Database (75,004 entries) were applied.

### Western blot analysis

The tissues were homogenized in 1% NP40 buffer^113^ containing phosphatase inhibitor cocktail (Yeasen Biotech) and protease inhibitor cocktail (APE×BIO) with metal beads. The lysates were then separated by SDS-PAGE and transferred to Immobilon 0.45 mm membranes (Cat# IPVH00010, Millipore). Western blotting was conducted using various specific primary and secondary antibodies. The membranes were incubated with diluted primary antibodies overnight at 4 °C and secondary antibodies for 1 h at room temperature. ECL Reagent (Cat# G2014-50ML, Servicebio) and ChemiScope machine (Cat# NO. 6000, Clinx Science Instruments Co., Ltd.) were used for the visualization of protein bands.

### Enzyme-linked immunosorbent assay (ELISA)

The serum samples were collected by centrifuging the whole blood cells of mice for 10 min at 4000 rpm and stored in a deep freezer. The levels of GDF15 protein in the serum were measured by an ELISA kit (Cat# MGD150, R&D Systems) following the manufacturer’s instructions. The adipose tissue samples were collected from mice fasting overnight and refeeding for 4 h. The amount of NTS was measured by an ELISA kit (Cat# CSB-EL016136MO, CUSABIO) following the manufacturer’s instructions.

### Human studies

All participants in both populations provided written informed consent. The cohort of children was described in the previous study,^114^ and the study has been approved by the ethics committee of Peking University Third Hospital (ethnic approval number 2021-283-06). In brief, 366 overweight or obese children were recruited from two elementary schools in Beijing, China. The basic clinical characteristics were collected by trained staff. The information about food intake was collected via a three-day 24-h dietary recall, and the nutrient composition was analyzed according to China Food Composition Tables by two independent investigators. The adult population consisted of 945 healthy individuals free of diabetes, gastrointestinal disease, cardiovascular diseases, cancer, or any use of medication in Shanghai, China, and this study has been approved by the Ethics Committees of Fudan University (FE20064) and Zhongshan Hospital (B2019-089R). The demographic traits of participants were collected and the habitual dietary information was collected using a validated food frequency questionnaire.^115^ For both populations, fasting blood samples were collected using EDTA anticoagulation tubes.

### Tissue lipid extraction

Lipid extraction was performed following a published protocol.^116^ For serum samples, they were centrifuged to remove cells at 4 °C, 14000× *g* for 10 min. 30 μL of serum, 120 μL of water, 1.5 mL of methanol and 5 mL of MTBE were added to a clean glass centrifuge tube, and 12 μL of lipid internal standards were added in each sample at the same time, including 2 μL of 0.82 mM PC (17:0/17:0), 2 μL of 0.77 mM PC (19:0/19:0), 2 μL of 1.40 mM PE (14:0/14:0), 2 μL of 4.91 mM LPC (17:0), 2 μL of 3.49 mM SM (d18:1/17:0) and 2 μL 4.53 mM of Cer (d18:1/17:0). The homogenate was vortexed for 1 min. The glass centrifuge tube containing the homogenate was rocked on a shaker for 1 h at room temperature. A total of 1.25 mL of water was then added to the glass centrifuge tube followed by another minute of vortexing. The homogenate was centrifuged at 4 °C, 1000× *g* for 10 min and two-phase layers could be observed in the glass centrifuge tube. A total of 4 mL of the top-phase supernatant was collected and dried under a stream of nitrogen. The extracted lipid samples were stored at –80 °C before LC-MS/MS analysis. For the adipose tissues, a 2 mg eWAT sample was added to 200 µL of water and 500 µL of methanol, and homogenized using the same approach as in the hydrophilic metabolite extraction above. The homogenate was supplemented with 500 µL more methanol and decanted into a clean glass centrifuge tube. 5 mL of MTBE was then added to the glass centrifuge tube and vortexed for 1 min. The glass centrifuge tube containing the homogenate was rocked on a shaker for 1 h at room temperature. 1.25 mL of water was then added to the glass centrifuge tube followed by 1 min of vortexing. The homogenate was centrifuged at 4 °C at 1000× *g* for 10 min and two-phase layers could be observed in the glass centrifuge tube. 4 mL of the top-phase supernatant were collected and dried under a stream of nitrogen. The extracted lipid sample was stored at –80 °C before MS analysis.

### Untargeted lipidomics

The untargeted lipidomics method was modified from a published method.^117^ Lipid samples were resuspended in 50 µL of isopropanol: acetonitrile:water (v/v/v, 30:65:5), and 10 µL was injected into Orbitrap Exploris 480 LC-MS/MS (ThermoFisher Scientific) coupled to HPLC system (Shimadzu, Kyoto, Japan). Lipids were eluted via C30 by using a 3 μm, 2.1 mm × 150 mm column (Waters) with a flow rate of 0.26 mL/min in buffer A (10 mM ammonium formate at a 60:40 ratio of acetonitrile:water) and buffer B (10 mM ammonium formate at a 90:10 ratio of isopropanol:acetonitrile). Gradients were held in 32% buffer B for 0.5 min and run from 32% buffer B to 45% buffer B at 0.5–4 min; from 45% buffer B to 52% buffer B at 4–5 min; from 52% buffer B to 58% buffer B at 5–8 min; from 58% buffer B to 66% buffer B at 8–11 min; from 66% buffer B to 70% buffer B at 11–14 min; from 70% buffer B to 75% buffer B at 14–18 min; from 75% buffer B to 97% buffer B at 18–21 min; 97% buffer B was held from 21–25 min; from 97% buffer B to 32% buffer B at 25–25.01 min; and 32% buffer B was held for 8 min. All the ions were acquired by non-targeted MRM transitions associated with their predicted retention time in a positive and negative mode switching fashion. ESI voltage was +5500 and −4500 V in positive or negative mode, respectively. All the lipidomics.RAW files were processed on LipidSearch 4.0 (ThermoFisher Scientific) for lipid identification. The lipidomic results were statistically analyzed with MetaboAnalyst 5.0^118^ and LINT-web.^119^

### Two-sample Mendelian randomization

Mendelian randomization studies use genetic variants that are associated with exposures to assess the causal associations of exposure with outcomes and aim to reduce bias from confounding and reverse causation.^120^ We applied a two-sample Mendelian randomization analysis to examine the potential causal association of circulating ceramides with food intake.

The instrumental variables of plasma levels of ceramides were obtained from the metabolic syndrome in men (METSIM) study.^121,122^ Fasting plasma levels of ceramides were measured using non-targeted metabolomics profiling in participants of the METSIM study. The genome-wide association study (GWAS) summary statistics of plasma ceramides levels were obtained from PheWeb Datasets (https://pheweb.org/metsim-metab/). GWAS summary statistics of daily consumption of food weight, energy, carbohydrate, fat and protein of the male participants from the UK Biobank (UKB) GWAS round 2 (http://www.nealelab.is/uk-biobank/) were used. There was no overlap of participants between the ceramides GWAS cohorts and the food intake GWAS cohorts. Further details regarding the GWAS summary data can be found in Supplementary information, Table S11.

In the initial step of analyses, exposure-related SNPs were selected for each ceramide (using a *P*-value threshold ≤ 5 × 10^−8^). We then conducted LD clumping for the instrumental variables with the TwoSampleMR (Version 0.5.6) package in R (R Version 4.2.1) to identify independent SNPs for each ceramide. We used a threshold of R^2^  <  0.001 to exclude dependent SNPs. Further information on the instrumental variables selected in relation to plasma ceramides levels can be found in Supplementary information, Table S12. We harmonized SNPs associated with the exposures (in this case, plasma ceramides levels) with SNPs associated with the outcomes (in this case, food weight, energy, carbohydrate, fat, and protein) using ‘harmonise_data’ function in TwoSampleMR package in R. All SNP data in this study are based on the GRCh37 reference genome coordinates. We excluded SNPs associated with outcomes in the METSIM study (*P* < 5 × 10^–8^) before Mendelian randomization analyses. Mendelian randomization analyses were performed using the ‘mr’ function in TwoSampleMR package in R. The inverse variance weighted method was used to meta-analyze their combined effects. Weighted median, simple mode, and weighted mode were used as sensitivity analyses.

To assess the possibility of reverse causality, reversal Mendelian randomization analyses were performed using the indicators related to food intake as exposures and the two ceramides as outcomes. LD-independent SNPs from corresponding GWAS that passed the same SNP filtering and proxy search steps mentioned previously were used as instrument variables. Due to the lack of significant SNPs, we were unable to perform the analysis for food intake.

### Targeted lipidomic analysis of ceramide

Samples were resuspended in 100 μL of isopropanol:acetonitrile:water (v:v:v, 65:30:5), and 10 μL was injected into a 6500 QTRAP triple-quadrupole MS (SCIEX) coupled to an HPLC system (Shimadzu). Ceramides were eluted via C30 by using a 3 μm, 2.1 mm × 150 mm column (Waters) with a flow rate of 0.26 mL/min using buffer A (10 mM ammonium formate at a 60:40 ratio of acetonitrile:water) and buffer B (10 mM ammonium formate at a 90:10 ratio of isopropanol:acetonitrile). Gradients were held in 32% buffer B for 0.5 min and run from 32% buffer B to 45% buffer B at 0.5–4 min; from45% buffer B to 52% buffer B at 4–5 min; from 52% buffer B to 58% buffer B at 5–8 min; from 58% buffer B to 66% buffer B at 8–11 min; from 66% buffer B to 70% buffer B at 11–14 min; from 70% buffer B to 75% buffer B at 14–18 min; from 75% buffer B to 97% buffer B at 18–21 min; 97% buffer B was held from 21–25 min; from 97% buffer B to 32% buffer B at 25–25.01 min; and 32% buffer B was held for 8 min.

Ceramides have similar precursor ions, such as d18:1 sphingosine (m/z 264 and 282), d16:1 sphingosine (m/z 236 and 254) and t18:0 sphingosine (m/z 282 and 300).^33^ All ions were acquired by 156 selected reaction monitoring transitions (Supplementary information, Table S15) just in a positive mode. Electrospray ionization voltage was +4900 V.

### Data representation and statistical analysis

The number of replicates were described in the figure legends. All the values in the figures are expressed as mean ± SEM. All the *P*-values were calculated via *t*-test with post-hoc correction unless specifically indicated.

## Supplementary information

Supplementary information, Figure Legends.

Supplementary information, Fig. S1

Supplementary information, Fig. S2

Supplementary information, Fig. S3

Supplementary information, Fig. S4

Supplementary information, Fig. S5

Supplementary information, Fig. S6

Supplementary information, Fig. S7

Supplementary information, Fig. S8

Supplementary information, Fig. S9

Supplementary information, Fig. S10

Supplementary information, Fig. S11

Supplementary information, Table S1

Supplementary information, Table S2

Supplementary information, Table S3

Supplementary information, Table S4

Supplementary information, Table S5

Supplementary information, Table S6

Supplementary information, Table S7

Supplementary information, Table S8

Supplementary information, Table S9

Supplementary information, Table S10

Supplementary information, Table S11

Supplementary information, Table S12

Supplementary information, Table S13

Supplementary information, Table S14

Supplementary information, Table S15

# Supplementary material for: Neurotensin-neurotensin receptor 2 signaling in adipocytes suppresses food intake through regulating ceramide metabolism
**Source:** Cell Res. 2025 Jan 3;35(2):117–31. doi: 10.1038/s41422-024-01038-8
**Supplement:** Supplementary file 1 — Supplementary information, Figure Legends.

**Figure legends**

**Supplementary information, Fig. S1: The elevation of thermogenesis in *Ntsr2* BKO mice.**

**a.** Establishment of brown/beige adipocyte specific *Ntsr2* KO mouse model; **b.** The KO efficiency and specificity of the *Ntsr2* gene; N=4-5; **c-d.** The body weight (**C**) and food intake (**D**) of mice fed by a chow diet. N=7; **e-n.** The body weight (**e**), body composition (**f**), GTT (**g**), ITT (**h**), O_2_ (**i**) or CO_2_ (**j**) production rate, the expression of thermogenic genes in BAT (**k**) or iWAT (**l**), fecal energy (**m**) and physical activity (**n**) of mice fed by HFD. N=7-8. *, p<0.05; **, p<0.01; ***, p<0.001. HY, hypothalamus; iWAT, inguinal white adipose tissue; eWAT, epidydimal white adipose tissue; BAT, brown adipose tissue.

**Supplementary information, Fig. S2: NTS-NTSR2 signaling inhibits the lipolysis of WAT.**

**a.** The KO efficiency in the floated adipocytes. N=5; **b.** The KO efficiency in the primary adipocytes. N=4-5; **c.** The body weight of mice fed by chow diet. N=9; **d.** The body weight of mice fed by HFD and kept in the thermoneutrality condition. N=4; **e.** The body composition of mice fed by chow diet. N=4; **f.** The expression of p-HSL and ATGL protein in the eWAT; **g.** The concentration of NEFA in the serum of control or *Ntsr2* AKO mice. N=8-10; **h-i.** The expression of p-HSL and ATGL protein (**h**) as well as NEFA secretion (**i**) from the primary adipocytes of the wild type mice upon NTS treatment. N=3; **j-k.** The expression of p-HSL and ATGL protein (**j**) as well as NEFA secretion (**k**) from the primary adipocytes of the *Ntsr2* AKO mice upon NTS treatment. N=3. *, p<0.05; **, p<0.01; ***, p<0.001.

**Supplementary information, Fig. S3: The impacts of NTS-NTSR2 signaling on metabolic homeostasis.**

**a-b.** The O2 consumption rate (**a**) and CO2 production rate (**b**) of the mice fed by HFD; N=4. **c.** The food intake of control and *Ntsr2* AKO mice fed by an HFD. N=8; **d.** The food intake of control and *Ntsr2* AKO mice fed by an HFD and kept in the thermoneutrality condition. N=4; **e.** The concentration of NTS peptide in different adipose tissues upon fasting and refeeding. N=4-5; **f.** The illustration of hydrogel containing NTS peptide; **g.** The illustration of NTS injection to the eWAT; **h.** The effects of NTS local release in the eWAT on the food intake of wild type mice. N=5-6; **i-j.** The effects of NTS local release on the body weight changes (**i**) and fat mass (**j**) of obese mice. N=6; **k-l.** The expression of *Nts* in the eWAT (**k**) and food intake (**l**) of control and *Nts* KO mice. N=8-9. *, p<0.05; **, p<0.01.

**Supplementary information, Fig. S4: The metabolism of ceramide controlled by the NTS-NTSR2 signaling in the WAT.**

**a.** The level of phosphorylated ERK (p-ERK) in the WAT of control and *Ntsr2* AKO mice; **b.** The level of phosphorylation for ER related proteins based on phosphor-proteomics data; N=3; **c.** The illustration of phosphorylation site for CerS2; **d.** The illustration of how to detect the phosphorylated CerS2 (p-CerS2) with the pull-down and western blot assay; **e.** The level of p-CerS2 with the treatment of CK2 inhibitor DMAT; **f-g.** The relative abundance of ceramide (**g**) or sphingosine (**g**) in the WAT, detected by the untargeted lipidomics. N=5-6; **h-i.** The concentration of ceramide in the iWAT (**h**) or BAT (**i**) of control and *Ntsr2* AKO mice, detected by targeted lipidomics. N=3; **j.** The concentration of ceramide in the primary adipocytes upon NTS treatment, detected by targeted lipidomics. N=3; **k-l.** The concentration of ceramide in the iWAT (**k**) or BAT (**l**) upon NTS treatment, detected by targeted lipidomics. N=4-5; **m.** The concentration of ceramide in the serum of control and *Ntsr2* AKO mice, detected by targeted lipidomics. N=5-6; **n.** The relative abundance of phosphorylated CERT (p-CERT) in the WAT. N=3. *, p<0.05; **, p<0.01; ***, p<0.001.

**Supplementary information, Fig. S5: CerS2 in the WAT regulated the metabolic homeostasis.**

**a.** The KO efficiency of *CerS2* detected by RT-qPCR. N=4; **b-c.** The concentration of ceramide C16-24 in the WAT (**b**) or serum (**c**) of control or *CerS2^+/-^* mice. N=4; **d.** The expression of *CerS5* and *CerS6* in the WAT. N=4; **e-f.** The concentration of ceramide C16-24 (**e**) as well as the expression of *CerS5* and *CerS6* (**f**) in the liver of control or *CerS2^+/-^* mice. N=4; **g.** The food intake of mice treated with ceramide C16. N=6; **h.** The intracellular concentration of C22 ceramide with 1-hour treatment of C22 ceramide. N=6; **i.** The expression of *CerS2* with the knocking-down of *CerS2* in the iWAT or eWAT locally. N=4-5; **j-k.** The concentration of ceramide C16-24 with the knocking-down of *CerS2* in the iWAT (**j**) or eWAT (**k**) locally. N=4-5. *, p<0.05; **, p<0.01; ***, p<0.001.

**Supplementary information, Fig. S6: NTS-NTSR2 signaling regulated UPR.**

**a.** The expression of UPR related genes in BAT. N=3-6; **b.** The expression of UPR related genes in the WAT of control or *Ntsr2* AKO mice upon pair-feeding. 

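Gene set enrichment analysis ranks all genes by their difference between control and Ntsr2 AKO mice and asks whether the genes of a set gather at one end of the ranking. The 3 arms of the UPR, each begun by a sensor in the membrane of the endoplasmic reticulum, were also tested apart in the RNA-seq of WATs (3 mice in each group), with separate gene lists for PERK, ATF6 and IRE1. The PERK list (42 genes tested) had a normalized enrichment score of -2.31 (fgsea, adjusted p = 2.8e-07), with 31 genes lower in Ntsr2 AKO mice. The ATF6 list (20 genes) had a score of -2.13 (adjusted p = 3.6e-05), with 19 genes lower. The IRE1 list (30 genes) had a score of -1.53 (adjusted p = 0.0306), with 22 genes lower. With the replicate number as a block, the scores were -2.30, -2.07 and -1.55. After quantile normalization the IRE1 list had a score of -1.07 (adjusted p = 0.354, with a range of 0.00635 to 0.354 over the alternatives of its score), while the PERK and ATF6 lists had -2.30 and -2.05. Camera with the correlation between genes estimated from the samples gave an adjusted p of 0.0987 for the PERK and ATF6 lists and 0.283 for the IRE1 list. Whether the 3 arms differ from each other was not tested. Each score measures the transcripts of a list and not the activity of its sensor. The score of the PERK list does not tell PERK from GCN2 or PKR, which the paper names among other factors of the integrated stress response.

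The mean z-score of the PERK list was 0.32 ± 0.21 (SD, n = 3 mice) in control and -0.32 ± 0.29 (SD, n = 3) in Ntsr2 AKO mice. For the ATF6 list it was 0.51 ± 0.47 and -0.51 ± 0.30, again without overlap (exact permutation test, p = 0.10 for both lists, the smallest possible). For the IRE1 list it was 0.23 ± 0.46 and -0.23 ± 0.31, and the groups overlapped (exact permutation test, p = 0.20).

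**Figure D3:**
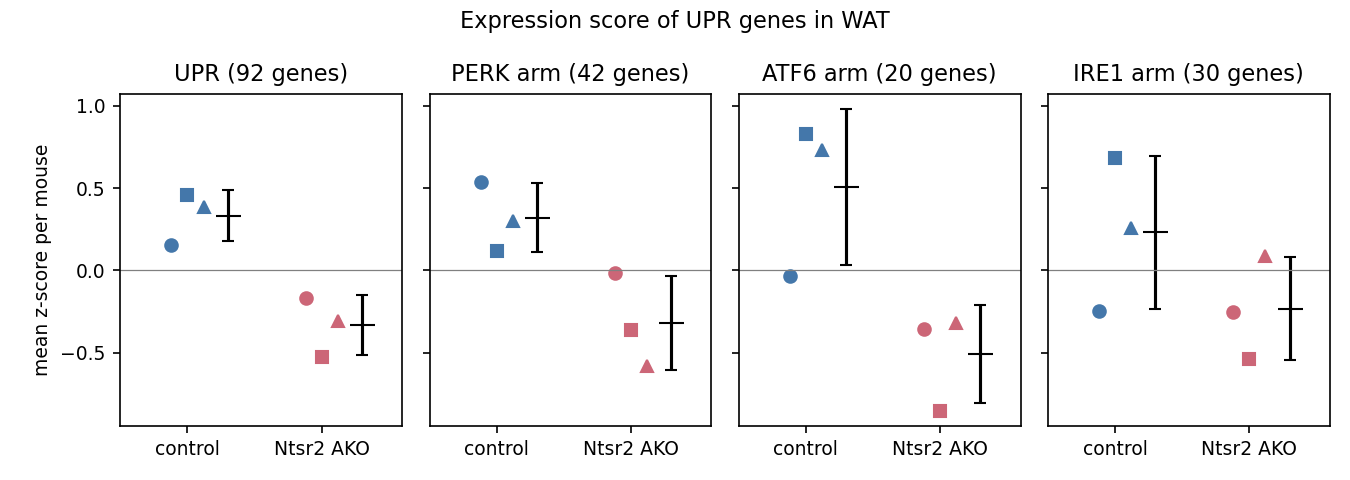
Mean z-score of the UPR list and of the lists for its PERK, ATF6 and IRE1 arms in WATs, with 1 point for each mouse (circle, square and triangle for replicates 3, 4 and 5) and the mean and SD beside the points (n = 3). Control and Ntsr2 AKO mice are separated for the UPR, PERK and ATF6 lists and overlap for the IRE1 list.

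The 5 genes of the UPR list with the smallest p were all lower in every Ntsr2 AKO mouse. Slc7a5, an amino acid transporter gene on chromosome 8 (121881150 to 121907694, GRCm38), had 383 ± 92.3 normalized counts in control and 131 ± 32.8 in Ntsr2 AKO mice, a log2 fold change of -1.55 (standard error 0.30). Hyou1, a chaperone gene on chromosome 9 (44379490 to 44392369), had 5061 ± 162 and 3199.9 ± 507, a log2 fold change of -0.67 (standard error 0.14). Hspa5, which encodes the chaperone BiP on chromosome 2 (34771970 to 34777547), had 42535 ± 8112 and 25759 ± 3388, a log2 fold change of -0.72 (standard error 0.19). Shmt2 and Wars had log2 fold changes of -0.49 and -0.50. The limma adjusted p over all genes was 0.499 for Slc7a5 and Hyou1 and 0.522 for the others. In DESeq2 it was 0.00119 for Slc7a5, 0.0101 for Hyou1, 0.0349 for Hspa5, 0.0510 for Shmt2 and 0.155 for Wars, and in other alternatives it reached 0.974 for each.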

N=7-9; **c.** GSEA revealed the downregulation of UPR related genes in the WAT of control and *Ntsr2* AKO mice. N=3; **d-e.** The level of p-GCN2 (**c**) and p-PKR (**d**) in the WAT of control and *Ntsr2* AKO mice. N=3; **f.** The expression of two UPR related genes in the WAT of control and *Ntsr2* AKO mice. N=4; **g.** The expression of UPR related genes in the iWAT upon NTS treatment. N=4; **h.** The level of p-eIF2α in the primary adipocytes upon NTS treatment. N=3; **i.** The expression of UPR related genes in the eWAT of control or *Nts* KO mice. N=8; **j-k.** The expression of UPR related genes in the iWAT upon RhoA agonist (**j**) or antagonist (**k**) treatment. N=3-7. *, p<0.05; **, p<0.01; ***, p<0.001.

**Supplementary information, Fig. S7: Ceramide metabolism regulated UPR.**

**a-b.** The validation of overexpression (OE, **a**) and knocking-down (**b**) of *CerS2* in the primary adipocytes. N=4; **c.** The level of p-eIF2α in the primary adipocytes upon the overexpression of *CerS2*. N=3-4; **d.** The expression of UPR related genes in the primary adipocytes with *Ntsr2* AKO and knocking-down of *CerS2*. N=3; **e.** The expression of UPR related genes in the primary adipocytes with knock-down of *CerS2* upon NTS treatment. N=4-5; **f-g.** The expression of UPR related genes (**f**) and p-eIF2α (**g**) in the primary adipocytes upon ceramide C22 treatment. N=3-4; **h-i.** The expression of UPR related genes (**h**) and p-eIF2α (**i**) in the primary adipocytes upon ceramide C16 treatment. N=3-4; **j-k.** The expression of UPR related genes (**J**) and p-eIF2α (**K**) in the WAT of control or *CerS2^+/-^* mice. N=3; **l.** The expression of UPR related genes in the WAT upon ceramide C22 *in vivo*. N=3-4. *, p<0.05; ***, p<0.001.

**Supplementary information, Fig. S8: NTSR2 regulated food intake via GDF15.**

**a.** The abundance of GDF15 protein in the adipose tissue. N=3; **b.** The expression of *Gdf15* in the skeletal muscle of control or *Ntsr2* AKO mice. N=3-4; **c.** The serum concentration of GDF15 of control or *Ntsr2* AKO mice kept in the thermoneutrality condition. N=7-9; **d.** The serum concentration of GDF15 from the obese mice treated with NTS in the iWAT locally. N=4; **e.** The expression of *Gfral* in the AP/NTS region with or without *Gfral* knock-down. N=3; **f.** The food intake of mice with or without *Gfral* knock-down; N=12-14; **g.** The body weight changes compared to the day0 of the *Gfral* knocking-down in both control or *Ntsr2* AKO mice; N=3; **h-i.** The recombinant GDF15 treatment normalized the serum concentration of GDF15 (**h**) and food intake (**i**) in the control or *Ntsr2* AKO mice. N=4; **j-k.** The treatment of PERK agonist (PERKa) normalized the serum concentration of GDF15 (**j**) and food intake (**k**) in the control and *Ntsr2* AKO mice. N=7. *, p<0.05; **, p<0.01; ***, p<0.001.

**Supplementary information, Fig. S9: CerS2 is important for NTS-NTSR2 signaling.**

**a-b.** The relative expression of *Gdf15* upon RhoA antagonist (**a**) or agonist (**b**) treatment in the primary adipocytes. N=3-7; **c.** The relative expression of *Gdf15* upon NTS treatment in the primary adipocytes with knocking-down of *CerS2*; N=5; **d.** The relative expression of *Gdf15* upon the combinational treatment of NTS and RhoAa in the primary adipocytes. N=3-4; **e.** The production of GDF15 protein in the primary adipocytes with *Ntsr2* AKO and with or without *CerS2* overexpression; N=3-4; **f.** The expression of *Gdf15* gene in the WAT upon the treatment of ceramide C16 *in vivo*. N=3; **g.** The expression of *Gdf15* gene and GDF15 in the WAT upon the treatment of ceramide C22 *in vivo*. N=3-4; **h.** The abundance of GDF15 protein in the serum upon ceramide C22 treatment *in vivo*. N=3; **i.** The abundance of GDF15 protein in the serum upon knocking-down *CerS2* in the iWAT *in vivo*. N=3. *, p<0.05; **, p<0.01.

**Supplementary information, Fig. S10: The correlation between ceramide and physiological parameters in adults.**

**a-b.** The correlation between ceramide (d16:1_22:0) (**a**) or (d16:1_24:0) (**b**) and body weight, body mass index (BMI), fat mass, serum level of glucose, triglyceride (TG), total cholesterol (TC) and low-density lipoprotein cholesterol (LDL-c) in the adults.

**Supplementary information, Fig. S11. The correlation between ceramide and physiological parameters in teenagers.**

**a-b.** The correlation between ceramide (d18:1_22:0) (**a**) or (d18:1_24:0) (**b**) and body weight, body mass index (BMI), fat mass, serum level of glucose, triglyceride (TG), total cholesterol (TC) and low-density lipoprotein cholesterol (LDL-c) in the children.

# Supplementary material for: Neurotensin-neurotensin receptor 2 signaling in adipocytes suppresses food intake through regulating ceramide metabolism
**Source:** Cell Res. 2025 Jan 3;35(2):117–31. doi: 10.1038/s41422-024-01038-8
**Supplement:** Supplementary file 25 — Supplementary information, Table S13

**STable 13. KEY RESOURCES TABLE**

How the deposited data were processed for this re-analysis (not part of the article)

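RNA from WATs of 3 control (Ntsr2 flox/flox) and 3 Ntsr2 AKO mice fed a chow diet was sequenced. The authors deposited a signal table of normalized counts, in which the read count of each gene is divided by a size factor for the mouse. Their methods name Trimmomatic for trimming, Hisat2 for alignment, StringTie for quantification and DESeq2 for differential expression. The genome build, the annotation and the division by size factors are not described for this experiment, and the division was read from the values. The table holds 21456 genes, each with a value above 0 in at least 1 mouse. The 6 columns were assigned to mice by their names, and no other column of values was used.

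Whole reads were recovered by dividing each column by the step of its low values. All values of each column came out whole (100%). The recovered totals ranged from 60405373 to 66098226 in control mice and from 54085088 to 56268725 in Ntsr2 AKO mice. Such depth leaves little counting error for highly expressed genes, and the number of mice limits the precision. For genes with few reads, such as Gdf15 and Ntsr2, counting error adds to the differences between mice. No 2 columns held identical values or differed by as little as sampling noise.

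Values were analysed as log2(normalized count + 1) in R 4.3.3. Genes with a mean normalized count of at least 10 were kept (16157 genes) and tested with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) over all 6 mice without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The test for counts was not used first, since the deposited values are not counts. edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Gene sets were tested with fgsea 1.28.0 on the moderated t, with adjustment over 4 UPR sets, and each mouse was given a score, the mean over a list of the z-scores of its genes. Scores were compared by an exact permutation test. The UPR list of 93 genes, its 3 arms and the lists of marker genes for cell types and immediate early genes were written before the data were examined. A list of cytosolic heat shock genes and a second list of skeletal muscle genes were written afterwards.

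The genes named in the text were chosen by a rule set before the data were examined. They are the genes of the pathway that the paper proposes and the genes it measured, the 5 genes in each direction with the largest change among those past the threshold with no overlap between the groups, and the 5 genes of the UPR list with the smallest p. As fewer than 5 genes passed the threshold, the 5 genes with the smallest p in each direction were named. Other genes named in the closing observations were chosen after their values were seen.

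The alternatives set before the data were examined were a pseudocount of 0.1 or 5, no filter or a mean of at least 50, quantile normalization, eBayes without the trend, the replicate number as a block, edgeR, DESeq2, the omission of each mouse in turn, camera with a preset correlation of 0.01 or an estimated one, rotation tests with mroast, ranking by log2 fold change, and the Reactome UPR set shipped with fgsea. Of the 22 identifiers in that set 19 were matched to gene names and 15 were tested. The pairing by replicate number comes from the numbers 3, 4 and 5 in the sample labels, which occur in both groups, and the paper describes no pairing. Read thinning to 54085088 reads for each mouse, a skeletal muscle score as a covariate and DESeq2 without independent filtering were added after the data were seen.

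The procedures were tested on simulated counts for 16157 genes with the means and dispersions of the real genes, of which 200 were changed by 2 on the log2 scale and the 92 UPR genes were shifted by -0.40. The changed genes had the right sign in 99.0% of cases with each tool. limma called 55.6% of the changed genes and 9 unchanged genes among 15890 genes tested, edgeR called 54.0% and 8, and DESeq2 called 72.7% and 69. In simulated counts without any change, limma and edgeR called 0 genes and DESeq2 called 29. The enrichment score of the shifted UPR genes was -2.94 with limma, and -0.90 without a shift (fgsea gene permutation, p = 0.673). The simulated genes were drawn independently, while camera estimated correlations between genes of 0.04 to 0.17 in the UPR sets. The simulation therefore does not check the p from gene permutation where genes are correlated. The planted shift was also larger than the observed median of -0.22. Division of the recovered reads of 21456 genes by known factors and their recovery returned 100% of the values.

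Gene positions and exons are from GENCODE release M21 on GRCm38, in which 19770 of the 21456 gene names were found. The build used by the authors is not stated, so these positions describe the genes and were not used to recount reads. Primers were matched to the transcripts of that release. Lipidomics, phosphoproteomics, qRT-PCR and protein measurements of the paper were not analysed here.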

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

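All tests in this part were chosen after the results were seen. Outside the genes the paper discusses, the 5 genes with the smallest p among those higher in Ntsr2 AKO WATs were Zfp949, Adam33, Gsta4, Zmat1 and Nova1. In each of them every Ntsr2 AKO mouse was above every control mouse. Selection by the smallest p makes such a separation likely, so it is no separate evidence. Zfp949 had 726 ± 65.2 normalized counts (SD, n = 3) in control and 2183 ± 255 (SD, n = 3) in Ntsr2 AKO mice, a log2 fold change of 1.59. Its adjusted p from limma was 0.0643. Adam33 had a log2 fold change of 1.46 and an adjusted p of 0.355, and Gsta4 had 1.10 and 0.359. For Zmat1 the log2 fold change was 1.02 and for Nova1 1.45, with adjusted p values of 0.496 and 0.499. None of the 5 passed the threshold in limma, and all 5 passed it in DESeq2 on the recovered reads. Over the alternatives, the adjusted p of Zfp949 ranged from 1.6e-17 to 0.449. Zfp949 and Gsta4 belong to gene families, and reads shared with related genes could have been divided by the authors' counting, which was not examined; the log2 fold change of Zfp949 stayed between 1.49 and 1.65 over the alternatives.

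After the reads of every mouse were thinned to the same total, 5 of the 5 genes were still higher in every Ntsr2 AKO mouse. The genes were selected on the same mice, so this count carries that selection with it. Thinning equalizes the read totals and does not test other differences that coincide with depth. A chromosome segment carried along with the Cre allele was a further candidate explanation, because Gsta4 and Zfp949 lie on chromosome 9, together with Bckdhb (log2 fold change 0.55). These are 3 of the 20 higher genes with the smallest p within 12 Mb. Random genes reached as many in a window of that size often enough that the test gave no sign of crowding (permutation test, p = 0.127). A segment that changes only a few genes need not crowd the top 20, so the scan does not exclude one. From Gsta4 to Zfp949, 5 of 43 tested genes were higher in every Ntsr2 AKO mouse and 5 were lower. Their median log2 fold change was 0.13, against -0.01 for all genes, but the window was drawn around higher genes. Of the 4 splits of the 6 mice that part every same-numbered pair, 1, the real one, had 5 genes with p values as small in either direction. With 4 such splits the share cannot fall under 0.05, so this count can neither show nor exclude a grouping by chance. The other 6 splits leave 2 same-numbered pairs together. In 3 of them the fifth smallest p in the better direction (1.5e-05, 1.3e-04 and 2.6e-04) was under that of the 5 higher genes in the real split (8.6e-04). The better direction of the real split, the lower genes, had 1.2e-04, and only the 1.5e-05 was under that. The p of 1.5e-05 belongs to the split that sets control 3, control 4 and Ntsr2 AKO 3 apart from the mice with skeletal muscle transcripts. A response to the loss of Ntsr2 is a hypothesis that these mice do not test further.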

How the results depend on the processing

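The tests with thinned reads, with the skeletal muscle score and with DESeq2 without independent filtering were chosen after the data were seen. The number of genes with an adjusted p under 0.05 was 1 in limma. It was 0 without the filter on low values (1579 genes at an unadjusted p under 0.05), 0 for eBayes without the trend (1325), 0 with the replicate block (1303), 0 in edgeR (1323) and 0 with the skeletal muscle covariate (1355). It was 220 in DESeq2 and 219 in DESeq2 without independent filtering. When each mouse was left out in turn it was from 0 to 0, with 646 to 1690 genes at an unadjusted p under 0.05. DESeq2 gave 1680 genes at an unadjusted p under 0.05, against 1349 in limma. In the simulated counts without any change DESeq2 called 29 genes and limma and edgeR 0, so part of the excess could come from the tool. At an unadjusted p under 0.05, 852 genes were lower and 497 higher without quantile normalization, and 612 were lower and 633 higher with it. Quantile normalization moved the median log2 fold change of all genes from -0.01 to 0.05.

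The UPR set was lower in Ntsr2 AKO mice under each alternative run. Its normalized enrichment score ranged from -2.46 to -2.22 when each mouse was left out and was -2.39 with the replicate block. It did not pass the threshold with the Reactome UPR set (-1.13) or in camera with the correlation estimated from the samples (adjusted p = 0.0987, with 4.2e-07 and 0.0408 in the other set tests). That Reactome set holds mainly the sensors and subunits of the translocon and few of the transcribed targets in the list of 92 genes. The PERK and ATF6 sets did not pass in camera with the estimated correlation (adjusted p = 0.0987 for both) or in mroast (0.0504 and 0.0565), and passed in the other fits. The IRE1 set did not pass after quantile normalization (-1.07), with ranking by log2 fold change (-1.39), in camera with the estimated correlation (adjusted p = 0.283) or in mroast (0.205), and its score ranged from -1.72 to -1.13 when each mouse was left out. It did not pass without control 4 (adjusted p = 0.294), without Ntsr2 AKO 3 (0.0660) or without Ntsr2 AKO 4 (0.0686), and the adjusted p of its score ranged from 0.00635 to 0.354 over the alternatives. The UPR score difference ranged from -0.72 to -0.60 when each mouse was left out and was -0.39 after quantile normalization. Its exact p cannot pass 0.05 with 3 mice in each group, so its test shows no stability. The causes of these changes were not tested.

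Among the named genes, 563 of 610 alternatives gave the same direction and side of the threshold, 11 were weaker, 13 stronger and 23 reversed. For every named gene but Egr1, the same side means that it again did not pass. All 11 weaker results belong to Egr1, out of its 17 alternatives. The reversals concerned genes with log2 fold changes near 0. After quantile normalization the log2 fold change was 0.0038 for Sort1, 0.0066 for Cers2, 0.0345 for Eif2ak3 and 0.17 for Lipe. For Lipe it was also 0.0341 in edgeR, 0.0309 in DESeq2, 0.0563 with the skeletal muscle covariate and 0.0025 after thinning. When each mouse was left out, it ranged from -0.19 to 0.0613 for Sort1, from -0.0201 to 0.16 for Cers5, from -0.0863 to 0.0224 for Eif2ak3, from -0.0818 to 0.10 for Eif2ak4, from -0.23 to 0.0026 for Eif2ak2, from -0.0701 to 0.15 for Adipoq and from -0.19 to 0.28 for Lipe. The cause was not tested. Gdf15 and Ucp1 have no value with a mean of at least 50. Their low counts limit them, and the log2 fold change ranged from -1.89 to -1.23 for Gdf15 and from 0.15 to 3.06 for Ucp1 over the alternatives.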

Other observations

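The tests of the immediate early genes, the adipocyte markers and the read totals, and the splits for the number of genes and the UPR score, were chosen before the data were examined. The tests of the enrichment score over splits, of thinning, of the skeletal muscle score, of the heat shock genes, of the second muscle list and of the genes beside Adipoq were chosen after the results were seen.

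The genes with the smallest p among those lower in Ntsr2 AKO WATs are not UPR genes of the list. Egr1 had 2353 ± 308 normalized counts (SD, n = 3) in control and 476 ± 59.4 in Ntsr2 AKO mice, Fos had 549 ± 23.9 and 146 ± 28.1, and both are immediate early genes. Hspb1, a heat shock gene, had 8340.0 ± 1084 and 3014 ± 112, with a log2 fold change of -1.46. Ccl2, a chemokine gene, had a log2 fold change of -2.61, and Gm9817 of -1.46. Of the 11 lists other than the UPR lists that were tested, the immediate early list had a normalized enrichment score of -2.09 (adjusted p = 1.1e-04 over the 11 lists), with 9 of 9 genes lower and 6 lower without overlap between the groups, where chance separates 10% of genes in either direction. The cytosolic heat shock list had a score of -2.64 (adjusted p = 4.3e-12), with 18 of 18 genes lower and 16 without overlap. It was written after Hspb1 and other heat shock genes had been seen among the lowest p values, so it describes the pattern and does not test it. Immediate early and heat shock transcripts can rise with handling, dissection or other stress. A difference in the handling of the 2 groups may therefore have contributed to the lower UPR genes in Ntsr2 AKO WATs, and the immediate early result is what that explanation predicts. A wider lowering of stress responses in tissue without Ntsr2 predicts it as well. The times and order of dissection were not used here, and the 2 explanations cannot be told apart.

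Other technical explanations for the UPR shift were weighed. The adipocyte marker list did not shift between the groups (normalized enrichment score 0.74, gene permutation p = 0.802 from fgsea), which gives no sign of a different share of adipocytes. Some other cell-type lists leaned in one direction without passing the adjustment over the 11 lists. The T cell list had 8 of 8 genes lower (score -1.55, gene permutation p = 0.0413, adjusted p = 0.114), the macrophage list 9 of 9 lower (-1.29, adjusted p = 0.319), and the brown adipocyte list 2 of 9 lower and the others higher (1.66, gene permutation p = 0.0221, adjusted p = 0.0810). Among the DESeq2 calls, the immunoglobulin genes Iglv1, Igj, Igkc and Iglc2 were higher in every Ntsr2 AKO mouse. Their log2 fold changes were 4.99, 2.95, 2.77 and 2.30, and they were picked after the calls were seen. Ighm had 0.41 with overlapping groups, and the B cell list did not pass (fgsea score 1.25, adjusted p = 0.337). A difference in the cells of the tissue other than adipocytes is therefore not excluded, and the 4 called genes lean towards one. The read totals of the groups do not overlap, with 4136648 reads between the lowest control and the highest Ntsr2 AKO mouse, so depth and genotype coincide. After all mice were thinned to the same total the enrichment score of the UPR list was -2.46. Thinning equalizes the read totals and does not test a processing batch that coincides with depth, so such a batch is not excluded. With the skeletal muscle score as a covariate the score was -2.42, as without it. The muscle score did not separate the genotypes, so the covariate could take out variation within the groups but little of the difference between them. This fit therefore says little about the UPR shift. Of the 4 splits of the mice that part every same-numbered pair, 1, the real one, gave a UPR score difference as large and 1 an enrichment score as large, and 1 gave as many genes with an adjusted p under 0.05. The share cannot fall under 0.05 with so few mice, so these counts can neither show nor exclude a grouping by chance. The 6 splits that leave 2 same-numbered pairs together had score differences of at most 0.36 and enrichment scores of at most 1.89 in size, but 1 of them, control 3, control 4 and Ntsr2 AKO 3 against the rest, gave 6 genes with an adjusted p under 0.05, more than the genotypes did, and 2 of them gave more genes at an unadjusted p under 0.05 than the genotypes, with up to 1748. In 5 of the 9 other splits the UPR list had an adjusted p under 0.05 (fgsea). Every other split puts 2 mice of 1 genotype with 1 of the other, so it keeps part of any genotype difference. In these 5 the list was lower in the group with more Ntsr2 AKO mice, so they are no null reference. The small p of the enrichment score still comes from permuting genes and not mice. It can therefore overstate the evidence that 3 mice in each group can give. The real split had the largest score difference and the largest enrichment score in size of all 10 splits. The UPR shift cannot be told apart from handling, and the number of mice leaves a grouping by chance untested.

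Skeletal muscle transcripts were present in some of the WATs. The 10 genes of the skeletal muscle list took 4.63% of the normalized counts in control 5, 0.361% in Ntsr2 AKO 5 and 0.167% in Ntsr2 AKO 4, and 0.00255% or less in the other mice. Muscle tissue or its RNA in the sample is a candidate explanation. In a second muscle list, 10 of 10 genes were highest in control 5. These genes do not separate the genotypes (exact permutation test of the first list's score, p = 1.0), and the mice with muscle transcripts include both genotypes. The first principal component carried 46.9% of the variance. All 6 mice had Y-chromosome transcripts, such as Ddx3y with 5047 to 6975 normalized counts, so the genotypes did not differ in sex.

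For other genes of the pathway that the paper proposes, the RNA-seq of WATs gave differences of various sizes, and none passed the threshold adjusted over all genes in limma (the unadjusted p was under 0.05 for 5 of the 21 tested genes of the paper). Cers2 had a log2 fold change of -0.11 (standard error 0.14, adjusted p = 0.828), Cers5 of 0.09 and Cers6 of -0.70, with overlapping groups for each. The Cers6 mean in control mice rests on control 5, with 4689 normalized counts against 1318 and 1880 in the other control mice. Eif2ak3, which encodes PERK, had -0.02, and Eif2s1, which encodes eIF2α, had -0.39 (adjusted p = 0.583), without overlap between the groups. The kinase genes Eif2ak4 (GCN2) and Eif2ak2 (PKR) had 0.01 and -0.12. The directions of Cers2, Cers5, Eif2ak3, Eif2ak4 and Eif2ak2 changed under at least 1 alternative. Atf6 had -0.18 (adjusted p = 0.690), with 2295 to 2368 normalized counts in Ntsr2 AKO mice and 2375 to 2847 in control mice, so the groups did not overlap but lay close together. Xbp1 had -0.89 (adjusted p = 0.630), with 31580 ± 14145 normalized counts in control and 17653 ± 9820.3 in Ntsr2 AKO mice and overlapping groups. For Xbp1 the pairing by replicate number lowered the unadjusted p in limma from 0.0902 to 0.00671, with an adjusted p of 0.515 in the block fit and 0.389 to 0.974 over the alternatives. The table counts all Xbp1 transcripts and does not separate the spliced form, which the paper measured by qRT-PCR. Nts was under the filter, and Ntsr1 and Gfral are not among the listed genes.

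Eif4a2, which lies beside Adipoq on chromosome 16 (23107444 to 23114136, GRCm38), was higher in every Ntsr2 AKO mouse, with 27819 ± 2304 normalized counts in control and 47916 ± 5388 in Ntsr2 AKO mice (SD, n = 3). Its log2 fold change was 0.78, with an adjusted p of 0.499 in limma and 6.5e-05 in DESeq2. Adipoq itself had 0.01. The gene was chosen after its values were seen. Extra gene copies next to the Adipoq sequence of the Cre transgene are a candidate explanation that does not involve Ntsr2, since the control mice carry the floxed allele without Cre. Of the 5 other tested genes within 100 kb of Adipoq, 3 were higher in every Ntsr2 AKO mouse (Gm24616, Rfc4 and B630019A10Rik), but Gm24616 and Rfc4 overlap Eif4a2 and can share its reads. Among the 3 genes that do not overlap it, 1 was higher in every Ntsr2 AKO mouse, against 6.82% of genes elsewhere (one-sided Fisher's exact test, p = 0.191). The 2 overlapping genes were left out after the counts were seen, and this p depends on that choice. The same test was first run with all 5 neighbours and gave a smaller p. The 1 higher gene that remained, B630019A10Rik, was separated narrowly, with 28.9 normalized counts in control 4 and 29.9 in Ntsr2 AKO 3. Rfc4 starts at 23113943 and so overlaps only the end of Eif4a2. With all neighbours kept, 3 of 5 higher leans towards a change shared by the region. The number of genes is too small to tell extra copies from an effect of the genotype on Eif4a2.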
